# Synergistic Re-Activation of Epigenetically Silenced Genes by Combinatorial Inhibition of DNMTs and LSD1 in Cancer Cells

**DOI:** 10.1371/journal.pone.0075136

**Published:** 2013-09-06

**Authors:** Han Han, Xiaojing Yang, Kurinji Pandiyan, Gangning Liang

## Abstract

Epigenetic gene silencing, mediated by aberrant promoter DNA hypermethylation and repressive histone modifications, is a hallmark of cancer. Although heritable, the dynamic nature and potential reversibility through pharmacological interventions make such aberrations attractive targets. Since cancers contain multiple epigenetic abnormalities, combining therapies that target different defects could potentially enhance their individual efficacies. 5-Aza-2'-deoxycytidine (5-Aza-CdR), FDA-approved drug for the treatment of myelodysplastic syndrome, can inhibit DNA methyltransferases (DNMTs) upon incorporation into the DNA of dividing cells, resulting in global demethylation. More recently, the first histone demethylase, lysine specific demethylase 1 (LSD1), which demethylates both histone and non-histone substrates, has become a new target for epigenetic therapy. Using, clorgyline, an LSD1 inhibitor (LSD1i) to treat cancer cell lines, we show that clorgyline employs two mechanisms of action depending on the cell type: it can either induce global DNA demethylation or inhibit LSD1-driven H3K4me2 and H3K4me1 demethylation to establish an active chromatin configuration. We also investigate the therapeutic efficacy of combining 5-Aza-CdR with clorgyline and determine that this combinatorial treatment has synergistic effects on reactivating aberrantly silenced genes by enriching H3K4me2 and H3K4me1. Many of the reactivated genes are categorized as cancer testis antigens or belong to the interferon-signaling pathway, suggesting potential implications for immunotherapy. Together, our results demonstrate that combinatorial treatment consisting of a DNMT inhibitor (DNMTi) and an LSD1i have enhanced therapeutic values and could improve the efficacy of epigenetic therapy.

## Introduction

Gene silencing mediated by aberrant promoter DNA hypermethylation and histone modifications is one of the hallmarks of cancer. Although such modifications are heritable, their dynamic nature and reversibility through pharmacological interventions make them attractive therapeutic targets [1]. Over the past few decades, various drugs that target different types of epigenetic alterations have been developed with the goal of reactivating aberrantly silenced genes, including DNMTi and histone deacetylases inhibitors (HDACi) [2], [3]. Many of them have shown promising therapeutic value in treating various malignancies, both as single agents and in combination with other therapies and several have been approved by the FDA.

The N-termini of histones undergo a variety of post-translational modifications to generate transcriptionally permissive or refractory chromatin conformations depending on the type and location of the modification [4], [5]. For instance, transcriptionally active promoters are marked by the enrichments of dimethylation and trimethylation of H3K4 and acetylation of H3 [6]. Transcriptionally inactive promoters are marked by the enrichments of either trimethylation of H3K9 or trimethylation of H3K27 [5]. The balanced activity of histone modifying enzymes that add or remove specific modifications is critical for normal cell physiology [2]. Cancer cells often lack this balance and exhibit a global reduction in acetylation and promoter-specific reduction in di- and trimethylation of H3K4, resulting in aberrant gene silencing [1], [7]. Histone lysine methylation was regarded as a relatively permanent modification until the discovery of the first histone demethylase -lysine specific demethylase 1 (LSD1/KDM1/BHC10/AOF2) [8], [9]. After that, many efforts have been invested in developing inhibitors against histone demethylases.

LSD1 demethylates mono- and dimethylation of H3K4 through a flavin adenine dinucleotide (FAD) dependent mechanism [9], and thus, has the potential to repress gene expression [10]. Prior to the discovery of its demethylating ability, LSD1 was known to associate with a number of co-repressor complexes, including CoREST [11], CtBP [12] and a subset of HDAC complexes [13]. During the demethylation process, an imine intermediate is formed which is further hydrolyzed to generate an unmethylated lysine and formaldehyde as a byproduct [9], [14], [15]. LSD1 can also demethylate a number of non-histone substrates, such as DNMT1, which reportedly makes it more stable [16], [17], thus potentially contributing to increased global DNA methylation. Taken together, LSD1 has two potential mechanisms of action to suppress gene expression: it can demethylate mono- and dimethylated H3K4 as well as stabilize DNMT1.

Overexpression of LSD1 has been reported in a number of malignancies, including acute myeloid leukemia (AML) [18], neuroblastoma [19], breast cancer [20], bladder carcinoma, small cell lung cancer and colorectal carcinomas [21], suggesting that LSD1 inhibitors may have important therapeutic benefit in numerous tumors. LSD1 has been identified to block differentiation in MLL [22] and regulate epithelial-mesenchymal transitions (EMT) to activate motility genes [23]. LSD1 inhibitors can promote differentiation of high grade prostate cancer cells [24], suppress bladder cancer cell proliferation [25], and reactivate aberrantly silenced genes [26]. The catalytic domains of LSD1 and monoamine oxidases share structural homology and make use of the same catalytic mechanism [9]. Therefore, many monoamine oxidase inhibitors are also LSDi. One such monoamine oxidase inhibitor, clorgyline, can also inhibit lysine specific demethylases [19], [20], [27], [28].

Due to the presence of multiple epigenetic abnormalities in cancer cells, we investigated the combined therapeutic value of 5-Aza-CdR and clorgyline to inhibit DNMTs and LSD1, in bladder cancer (T24), leukemia (HL60) and colorectal cancer (HCT116) cell lines. We observe that clorgyline employs two different mechanisms of action in the three cell lines we studied. In T24 and HL60 cells, clorgyline alone produces minimal effects on reactivation of aberrantly silenced genes as compared to the untreated control. However, combinatorial treatment induces synergistic effects on the reactivation of epigenetically silenced genes. Furthermore, only the combinatorial treatment results in enrichments of H3K4me2, H3K4me1 and H3K9/14 acetylation at the promoters of up-regulated genes. On the other hand, in HCT116 cells, clorgyline alone induces global DNA demethylation and gene reactivation. However, the combinatorial treatment did not elicit synergistic effects on gene reactivation. Despite showing different mechanisms of actions in the cell lines, collectively, our study demonstrates that combinatorial treatment has enhanced therapeutic values, and introduces a novel approach in cancer management.

## Materials and Methods

### Drug treatment and culture conditions

T24, HCT116 and HL60 cells, purchased from ATCC, were plated at 2×10^5^ cells/100-mm dish, 3×10^5^ cells/100-mm dish and 5×10^5^/25 cm^2^ flask, respectively. They were treated the next day with 1 µM, 0.3 µM or 0.1 µM of 5-Aza-CdR (Sigma-Aldrich, St. Louis, MO), respectively for 24 hours. After removal of 5-Aza-CdR, cells were treated with 10 µM clorgyline (Sigma-Aldrich, St. Louis, MO) everyday for 21 days. Multiple doses of clorgyline were tested: 1 µM, 10 µM and 100 µM. Clorgyline impaired cell growth in a dose dependent manner and the optimal dose for clorgyline (10 µM) was determined by monitoring the dose response curve.

### Colony Formation

Cells were seeded into 6-well plates at 1,000 cells per well with or with indicated treatment. The culture medium was changed every 3 days. After 10 days incubation at 37°C, the cells were washed with PBS, fixed with methanol and stained with 0.5% crystal violet. Colonies containing more than 50 cells were counted under a microscope.

### Chromatin Immunoprecipitation (ChIP) Assay

ChIP assays were performed as described previously using 4×10^6^ cells per IP [6]. Ten µg of the following antibodies were used: H3 and H3K4me2antibodies were purchased from Abcam (Cambridge, MA). Acetylated H3, and IgG antibodies were purchased from Millipore (Billerica, MA). H3K4me3 and H3K4me1 antibodies were purchased from Active Motif (Carlsbad, CA). PCR primers are available upon request.

### Real-time RT-PCR

Total RNA was isolated from cells with Trizol reagent (Invitrogen) at the indicated time points. One µg of RNA was reverse transcribed using M-MLV (Invitrogen) and random hexamers (Invitrogen). PCR reactions were performed using KAPA SYBR® FAST Universal 2X qPCR Master Mix and on Bio-Rad CFX^©^ 96 Real time PCR detection systerm. The sequences of gene specific primers are available upon request. With each set of PCR primers, titrations of known amounts of DNA were included as a standard for quantification.

### Infinium

The Infinium DNA methylation assay was performed at the USC Epigenome Center according to the manufacturer’s specifications (Illumina, San Diego, CA). The Illumina Infinium DNA methylation assay (Infinium HumanMethylation450 BeadChip) examines DNA methylation status of > 485,000 CpG sites, covering 99% of RefSeq Genes and intergenic regions selected by methylation experts. Downstream processing and beta value calculations were done as previously described [29].

### Expression Microarray

Expression analysis was performed at Sanford-Burnham Medical Institution (La Jolla, CA) using the Illumina genome-wide expression BeadChip (HumanHT-12_V4_0_R1) (Illumina). Gene expression data were processed using the lumi package in R. The data were log2 transformed and normalized using Robust Spline Normalization (RSN) as implemented in the lumi package. Comparisons between the control and treated samples for all three cell lines were performed using the R package limma. Genes (transcripts) with a p value below 0.01 and a fold-change greater than 2 relative to the control were considered significant. Oncomine™ (Compendia Bioscience, Ann Arbor, MI) was used for analysis and visualization of publicly available gene expression data. Downstream network and ontology analysis was performed using MetaCore from GeneGo Inc.

### Statistical Analysis

All statistical tests were done using R software (R version 2.15.2 , R Development Core Team, 2012). ‘Lumi’ package was used to normalize and process gene expression data. Annotation and visualization of DNA methylation probes were done using packages available through Bioconductor ("TxDb.Hsapiens.UCSC.hg19.knownGene", "rtracklayer", "Gviz" and "IlluminaHumanMethylation450kprobe"). The following CRAN packages were used to generate plots: "ggplot2", "gplots" and "VennDiagram". Gene Ontology analyses were done using the DAVID Functional Annotation Tool (Huang da et al. 2009). ChIp data were analyzed using student t tests on GraphPad Prism version 5(GraphPad Software).

### GEO Accession Number

All genome-wide data utilized in the study have been deposited in GEO under the accession number GSE41754.

## Results

### Combinatorial treatment of a DNMTi and a LSDi results in more inhibition of cell growth and colony formation than either of the single agents

On analysis of gene expression data available through Oncomine™ (Compendia Bioscience, Ann Arbor, MI), we observed that LSD1 is over-expressed in bladder cancer, leukemia and colon adenocarcinomas as compared to their normal counterparts (Figure 1A), suggesting that overexpression of LSD1 may play a role in tumorigenesis. In addition, it has been well established that aberrant DNA methylation is involved in the initiation as well as the progression of various malignancies, including in the three cancers mentioned above [30]. Therefore, a bladder cancer cell line, T-24, a leukemia cell line, HL60 and a colon cancer cell line, HCT116 were chosen to investigate the effects of inhibiting LSD1 as well as to assess the therapeutic efficacy of a combinatorial treatment consisting of a LSD1i and a DNMTi.

**Figure 1:**
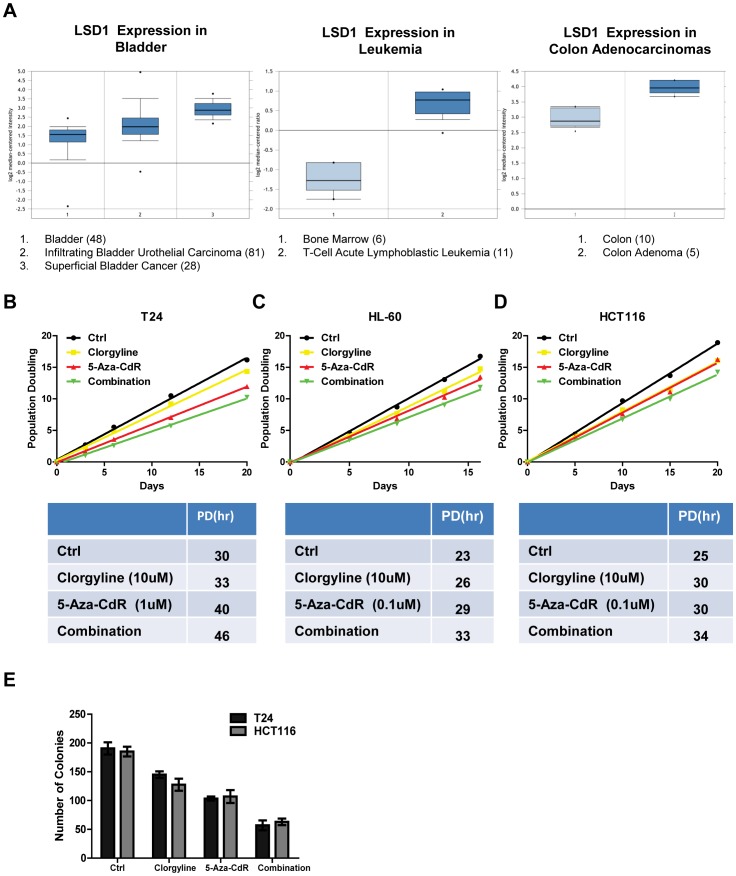
Combinatorial treatment shows the greatest efficacy in inhibiting cell growth and limiting colony formation. A. The expression levels of LSD1 in bladder cancers, T-cell acute lymphoblastic leukemia, colon adenoma and their normal counterparts were obtained from ONCOMINE. Numbers in the parentheses indicate number of samples used to generate box plots. B-D. Population doubling times for control (black), clorgyline treated (yellow), 5-Aza-CdR treated (red) and combinatorial treatment treated (green) in T24, HL60 and HCT116 cells. The corresponding numbers of hours are listed in the table below each graph. E. Quantification of number of colonies produced by colony formation assays in T24 and HCT116 cells after indicated treatments.

All cell lines were treated as follows: clorgyline alone, 5-Aza-CdR alone, and combinatorial treatment of clorgyline and 5-Aza-CdR. Cells were treated with 5-Aza-CdR for 24 hours prior to changing the media. In contrast, cells received a fresh dose of clorgyline everyday for 21 days. In all three cell types examined, both 5-Aza-CdR and clorgyline treatment alone extended cell population doubling time between 3 and 10 hours, with the combinatorial treatment further increasing doubling time, up to 16 hours (Figure 1B, C, D).

To assess the therapeutic efficacy of clorgyline, 5-Aza-CdR and the combinatorial treatment on the survival and proliferation of cells, we performed colony formation assays on the two adherent cell lines, T-24 and HCT116 cells. Clorgyline showed a moderate effect in suppressing the ability of T24 and HCT116 cells to form colonies. 5-Aza-CdR substantially suppressed colony formation and the combinatorial treatment further reduced the number of colonies (Figures S1 and 1E). Our data demonstrate that both clorgyline and 5-Aza-CdR inhibit cell growth and suppress colony formation. In addition, the combinatorial treatment further slows population doubling time and reduces the ability of cells to proliferate.

### Combinatorial treatment of a DNMTi and a LSDi significantly upregulates more genes than either of the single agents in T24 and HL60 cells

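The expression arrays of T24, a bladder carcinoma cell line, and HL60, a promyelocytic leukemia cell line, were 8 per cell line, with 2 replicates of each of 4 conditions. The conditions were untreated control, clorgyline, 5-Aza-CdR and the combinatorial treatment. Clorgyline, a monoamine oxidase inhibitor that also inhibits LSD1, was given at 10 µM, and 5-Aza-CdR, which traps DNA methyltransferases on DNA, was given for 24 hours at 1 µM to T24 and 0.1 µM to HL60. The authors processed the bead intensities with lumi, log2 transformed them and applied Robust Spline Normalization. In the deposited values of T24, the sorted values of the 8 arrays differ by at most 0.0028 on the log2 scale, so the arrays share a single distribution and a change in total RNA per cell could not be seen. The T24 values run from 7.92 to 14.77 with a median of 8.10, so most probes sit close to the lowest signal, and there a fold change is measured over background and can be compressed. Of 47231 probes, 30113 carry a single gene symbol, 8 carry several and 17110 are not in the annotation at hand. A transcript here is a probe. For each probe, limma was fitted to the 8 arrays of the cell line with a mean per condition and a shared spread, which leaves 4 residual degrees of freedom. A transcript was counted as up-regulated or down-regulated at an unadjusted p under 0.01 and a fold change over 2, the limits of the paper's methods, whose text does not say whether p was adjusted. Adjusted p values are Benjamini-Hochberg values over all probes. For counts of gene list members and for gene differences between T24 and HL60, they are over all genes with 1 probe each. The excess over additivity is the log2 change with the combinatorial treatment minus the sum of the log2 changes with clorgyline and with 5-Aza-CdR, so a positive excess means that the fold changes more than multiply. The 24 gene lists were fixed before the data were examined and tested with camera on the brightest probe of each gene. They include groups the paper reports from these same arrays: cancer testis antigens, the interferon pathway, the cytoskeleton and the cell cycle. The tests of those lists are therefore not independent of the paper's findings. Replicate arrays of T24 correlated across probes at 0.992 to 0.997. Nothing states that the replicates were separate cultures, so the p values measure the spread between these arrays, and their number limits the precision. Arrays are named by their labels. Across probes, the 8 arrays labelled T24 correlated with each other at a median of 0.985 and with the 6 treated arrays labelled HCT116 at a median of 0.985, against 0.909 with the arrays labelled HCT116 control.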

To investigate the global change in gene expression profile after clorgyline, 5-Aza-CdR and combinatorial treatment, we conducted genome-wide expression studies at day 18 post-treatment (D18), using the Illumina HumanHT-12 V4 BeadChip in T24 and HL60 cells. It has been well documented that 5-Aza-CdR induces immediate demethylation and subsequent gene reactivation [31], [32]. It has also been established that methylation rebounds and genes become re-silenced upon drug withdrawal [33], since DNMT levels get replenished. Therefore, we chose a relatively late time point to assess whether the combinatorial treatment can induce sustained gene reactivation. Gene expression changes of all transcripts after indicated treatments are shown as volcano plots (Figure 2A). 

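On the arrays labelled T24, 5-Aza-CdR raised cancer testis genes of the GAGE family, which are normally expressed in germ cells, and the imprinted noncoding RNA H19. The log2 fold change was 4.41 for GAGE4 (SE 0.17, adjusted p = 5.4e-04 from limma), 4.20 for GAGE12G (SE 0.05, adjusted p = 3.9e-06 from limma) and 4.22 for H19 (SE 0.16, adjusted p = 4.6e-04 from limma). GAGE12C and GAGE12H changed by 4.16 and 3.76. The GAGE genes are near-identical copies, so a probe can also detect the transcripts of its neighbours. Of 157 measured cancer testis antigen genes, 12 rose with 5-Aza-CdR at an adjusted p under 0.05 from limma (26 higher and 1 lower when adjusted over the list alone). The list rose against other genes (camera, adjusted p = 5.1e-09, and adjusted p = 0.0182 with an estimated correlation). Clorgyline alone lowered the small nucleolar RNAs SNORD3D, with a log2 fold change of -2.02 (SE 0.24, adjusted p = 0.0425 from limma), and SNORD3A, at -1.62 (SE 0.15, adjusted p = 0.0225 from limma). FOSB, a subunit of the AP-1 transcription factor, changed by -1.38 with clorgyline (SE 0.10, adjusted p = 0.0132 from limma). These adjusted p values rose above 0.05 when either control array was left out, and those of SNORD3D and SNORD3A also without either clorgyline array, with all 24 arrays in the fit and with the replicates as blocks. Of 70 measured genes of DNA replication and mitosis, HMMR, a spindle protein, rose with clorgyline (log2 fold change 0.48, SE 0.03) at an adjusted p under 0.05 from limma, and 11 were higher and 1 lower when adjusted over the list alone (camera, adjusted p = 1.7e-10, and adjusted p = 0.0210 with an estimated correlation). HMMR lost its adjusted p under 0.05 without either control array or clorgyline replicate 1 and with all 24 arrays in the fit. In all, limma called 0 transcripts up and 23 down with clorgyline, where 4790 transcripts had an unadjusted p under 0.05. With 5-Aza-CdR, 30 were up and 3 down. Among the latter were ALDH1A3, a retinaldehyde dehydrogenase, at -1.18 (SE 0.14, adjusted p = 0.0702 from limma) and TAF1C, a subunit of an RNA polymerase I factor, at -1.07 (SE 0.21, adjusted p = 0.271 from limma). With an adjusted p under 0.05 and no limit on the fold change, clorgyline gave 45 up and 131 down and 5-Aza-CdR gave 44 up and 12 down. Without clorgyline replicate 1, clorgyline gave 1 up and 40 down, without control replicate 1 it gave 1 up, and without 5-Aza-CdR replicate 1 the 5-Aza-CdR count of down-regulated transcripts was 9.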

At day 18, in T24 cells, clorgyline alone did not significantly up-regulate any transcripts, while 5-Aza-CdR treatment increased the expression of 30 transcripts. 

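The combinatorial treatment on the arrays labelled T24 raised the GAGE genes further and added a second group of germ-cell genes, the VCX family of the X chromosome. GAGE12C had a log2 fold change of 5.33 over control (SE 0.08, adjusted p = 4.5e-06 from limma) and GAGE12G one of 5.09 (SE 0.05, adjusted p = 1.2e-06 from limma). GAGE4, GAGE12H, GAGE12J, GAGE12B, GAGE12F and GAGE2A lay between 3.53 and 5.00. VCX3B rose by 3.45 (SE 0.05, adjusted p = 2.2e-06 from limma) and VCX3A by 3.27 (SE 0.12, adjusted p = 1.5e-04 from limma), while their log2 fold changes with 5-Aza-CdR alone were 0.20 and 0.13. Among the down-regulated genes, ALDH1A3 changed by -2.27 (SE 0.14, adjusted p = 0.0011 from limma) and ABCC3, a drug efflux transporter, by -1.61 (SE 0.09, adjusted p = 7.8e-04 from limma). S100A4, a calcium-binding protein, FGFBP1, a carrier of fibroblast growth factors, and KITLG, the ligand of the KIT receptor, changed by -1.70, -1.68 and -1.66, with adjusted p values from limma of 0.0187, 0.0266 and 0.0167 that rose above 0.05 when either control array was left out, for FGFBP1 and KITLG also without either combination array, and for S100A4 also with only the groups compared in the fit. The combinatorial treatment gave 108 up-regulated and 25 down-regulated transcripts, from 69 and 18 named genes. Of these, 96 and 15 also had an adjusted p under 0.01, and with an adjusted p under 0.05 and no limit on the fold change 808 were higher and 653 lower. Counted with 1 probe per gene, 67 were up, and without combination replicate 1 the count of down-regulated transcripts was 45.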

Remarkably, the combinatorial treatment induced substantially more transcripts (108 transcripts) which were significantly up-regulated (Figure 2A). 

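In T24, as labelled, the transcripts shared by the 5-Aza-CdR and combinatorial treatments were led by the GAGE genes and H19. H19 rose by 3.06 on the log2 scale with the combinatorial treatment (SE 0.16, adjusted p = 6.2e-04 from limma), and the median log2 fold change of the shared transcripts was 2.91 with 5-Aza-CdR, 3.65 with both drugs and -0.02 with clorgyline. Up-regulated transcripts numbered 30 in both lists, none in the 5-Aza-CdR list alone and 78 in the combination list alone, and down-regulated transcripts of the combination shared 11 with clorgyline. The lists share their control arrays, so part of an overlap can come from chance values of the controls. Independent lists of these sizes would share 0.0686 transcripts. In 100 simulations with shared controls and no changed transcript, the lists shared a mean of 0.0100 and at most 1. Those lists hold chance calls alone, so they do not show what shared controls add to lists of these sizes. Across all probes, the log2 changes with 5-Aza-CdR and with the combinatorial treatment had a covariance of 0.0132, against 0.0016 in the simulations.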

To study the overlap between the up-regulated transcripts upon the different treatments we generated a Venn diagram, which shows that all the transcripts induced by 5-Aza-CdR were also induced by the combinatorial treatment (Figure 2B). Next, to compare the global gene expression induction difference between 5-Aza-CdR and the combinatorial treatment, we plotted the observed Log2 fold change for all the interrogated transcripts on the platform. The majority of those transcripts are synergistically up-regulated upon combinatorial treatment (Figure S2), showing that clorgyline supplements the ability of 5-Aza-CdR to reactivate genes in T24 cells. In addition to supplementing 5-Aza-CdR, combinatorial treatment can also reactivate genes that failed to be up-regulated by 5-Aza-CdR alone. 

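The largest gains over 5-Aza-CdR alone on the arrays labelled T24 were in VCX, VCX3A and VCX3B, with log2 differences of 3.02, 3.14 and 3.24 between the combinatorial treatment and 5-Aza-CdR. H2BC12, a histone H2B gene, gained 2.58 (SE 0.16, adjusted p = 0.0027 from limma) and IFI27, an interferon-induced mitochondrial protein, gained 2.54 (SE 0.20, adjusted p = 0.0056 from limma, lost with only the groups compared in the fit). The excess over additivity was 3.23 for VCX3B (SE 0.07, adjusted p = 1.5e-04 from limma), 3.10 for VCX3A, 3.02 for VCX and 2.52 for IFI27 (SE 0.29, adjusted p = 0.0358 from limma). The IFI27 excess lost its adjusted p under 0.05 when any array of the control, clorgyline or 5-Aza-CdR groups was left out, and with the replicates as blocks. H19 had an excess of -1.18 (SE 0.22, adjusted p = 0.149 from limma), and LARP4B and CERS6 excesses of -1.01 with adjusted p values of 0.230 and 0.0753 from limma. HES1, a target of Notch signaling, and NR4A2, an orphan nuclear receptor, were lower with the combinatorial treatment than with 5-Aza-CdR by a log2 difference of -1.52 (SE 0.11, adjusted p = 0.0035 from limma) and -1.47 (SE 0.05, adjusted p = 2.3e-04 from limma), and so was S100A4 at -1.47 (adjusted p = 0.0469 from limma, lost without either 5-Aza-CdR array, with only the groups compared in the fit and with the replicates as blocks). Among the 108 transcripts up-regulated by the combinatorial treatment, 107 were higher than with 5-Aza-CdR, 84 of them at an adjusted p under 0.05 from limma, and 105 had a positive excess, 53 of them at an adjusted p under 0.05. Their median log2 fold change was 1.68 with the combinatorial treatment and 0.38 with 5-Aza-CdR, and their median excess was 1.15. The selection of these transcripts by a high combination value on the same arrays favours a higher value than with 5-Aza-CdR and a positive excess. Over all probes, 70 transcripts were up and 19 down in the combinatorial treatment against 5-Aza-CdR, and the excess was called positive for 98 and negative for 3. With the adjusted p under 0.01 and the fold limit kept, 43 and 27 remained of the 70 and the 98.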

Seventy-eight genes were only up-regulated upon combinatorial treatment (Figure 2B), suggesting that the combinatorial treatment may employ a different mechanism of action than the treatment of 5-Aza-CdR alone. 

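The 78 transcripts called only with the combinatorial treatment on the arrays labelled T24 include the germ-cell genes VCX3B, PAGE2B and TKTL1, and IFI27. With 5-Aza-CdR alone, the log2 fold change of PAGE2B, a cancer testis antigen, was 0.17 (SE 0.09, adjusted p = 0.758 from limma), that of TKTL1, a transketolase-like enzyme, 0.12 (SE 0.05, adjusted p = 0.651 from limma) and that of IFI27 0.34 (SE 0.20, adjusted p = 0.792 from limma). The median log2 fold change of these transcripts was 1.41 with the combinatorial treatment, 0.20 with 5-Aza-CdR and -0.00180 with clorgyline. All 78 were higher with the combinatorial treatment than with 5-Aza-CdR, 67 of them at an adjusted p under 0.05 from limma. They were chosen on the same arrays for a call with the combination and none with 5-Aza-CdR, which favours such a difference. Of the 78, 33 were higher with 5-Aza-CdR at an unadjusted p under 0.01 and were not called for it, and the largest log2 fold change with 5-Aza-CdR among the 78 was 1.05. From the transcripts that only the combinatorial treatment raised, the paper proposes that it acts through another mechanism than 5-Aza-CdR.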

Interestingly, the genes that are synergistically up-regulated upon combinatorial treatment are enriched for specific functions, such as immune response, cytoskeleton remodeling and cell cycle regulation (Figure 2C, Figure S3). 

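The combinatorial treatment on the arrays labelled T24 raised cancer testis antigen genes, histone genes and some interferon-stimulated genes. Of 157 cancer testis antigen genes, 53 rose at an adjusted p under 0.05 from limma (64 higher and 1 lower when adjusted over the list alone, camera adjusted p = 5.6e-21, and adjusted p = 0.0033 with an estimated correlation). Among them, 40 of the 85 genes of the X-linked families rose (50 higher when adjusted over the list alone, camera adjusted p = 2.9e-32). For the excess over additivity, 23 cancer testis antigen genes passed (45 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.4e-15, and adjusted p = 0.0061 with an estimated correlation), among them CT45A3 with an excess of 1.91 and SPANXA1 with 1.80 on the log2 scale. For immune response, 21 of 88 interferon-stimulated genes rose and 1 fell (35 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.4e-12, but adjusted p = 0.166 with an estimated correlation). Their excess passed for 3 genes by limma, IFI27, IRF9 and BST2, and for 25 when adjusted over the list alone (camera adjusted p = 7.3e-14, but adjusted p = 0.163 with an estimated correlation). Of 37 inflammatory cytokines and NF-kB targets, 3 rose and the protease PLAU fell by 0.83 (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0023, but adjusted p = 0.173 with an estimated correlation). The neutrophil chemokine CXCL8, 1 of these 3 with 1 probe per gene, had a log2 fold change of 1.18 (SE 0.24) and an adjusted p of 0.0582 from limma over all probes. For cytoskeleton remodeling, 21 of 96 genes rose and 2 fell (31 higher and 4 lower when adjusted over the list alone, camera adjusted p = 1.5e-05, but adjusted p = 0.158 with an estimated correlation). They were led by VIM, an intermediate filament protein, at 1.64 (SE 0.16), TUBB2B, a tubulin, at 1.53 (SE 0.13) and KRT34, a hair keratin, at 1.14 (SE 0.07). Their excess passed for KRT34 alone by limma (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.109). For cell cycle regulation, 2 of 70 genes of DNA replication and mitosis rose, PTTG1 by 0.43 (SE 0.07) and HMMR by 0.25 (SE 0.03), with 2 when adjusted over the list alone (camera adjusted p = 0.0030, but adjusted p = 0.0639 with an estimated correlation). The excess of this list was negative, with a median of -0.18 on the log2 scale (camera adjusted p = 5.9e-07, and adjusted p = 0.0188 with an estimated correlation), although 0 of its genes passed limma, over all genes or adjusted over the list alone, and 19 were lower at an unadjusted p under 0.05. Without either control array, the adjusted p values of VIM, PLAU, PTTG1 and HMMR rose above 0.05, as did that of TUBB2B without control replicate 1, those of PTTG1 and HMMR without either combination array and that of PLAU without combination replicate 1. The excesses of IFI27, IRF9, BST2 and KRT34 lost theirs without any array of the control or clorgyline groups or 5-Aza-CdR replicate 2, and the first 3 also without 5-Aza-CdR replicate 1. With all 24 arrays in the fit, PTTG1, HMMR and the excesses of BST2 and KRT34 were lost, with the replicates as blocks PLAU and the excesses of IFI27, IRF9 and KRT34, and with only the groups compared in the fit PLAU. Among 62 histone genes, 12 rose (15 when adjusted over the list alone, camera adjusted p = 2.0e-07, and adjusted p = 0.0377 with an estimated correlation), with H2BC5 at 2.12 (SE 0.03), H1-2 at 2.08 (SE 0.07) and H2AC19 at 1.82 (SE 0.06).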

A detailed analysis was done on genes which are part of the IFN alpha and IFN beta signaling pathway. The analysis revealed that the combinatorial treatment stimulates the expression of several genes which are essential for effective immune response to viral infections (Figure 2C).

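The combinatorial treatment raised, on the arrays labelled T24, several genes of the pathway drawn in Figure 2C. ISG15, a ubiquitin-like protein, rose by 2.59 on the log2 scale over control (SE 0.18, adjusted p = 0.0016 from limma) and IFI6, an interferon-induced survival protein, by 2.54 (SE 0.22, adjusted p = 0.0046 from limma). IRF9, a transcription factor of the interferon response, rose by 1.58 (SE 0.11, adjusted p = 0.0019 from limma) and IFIT2, which binds viral RNA, by 0.68 (SE 0.10, adjusted p = 0.0271 from limma). With 5-Aza-CdR alone the log2 fold changes of these 4 genes were 0.09 to 0.29. IRF9 had an excess over additivity of 1.42 (SE 0.16, adjusted p = 0.0322 from limma) and ISG15 one of 1.92 (SE 0.25, adjusted p = 0.0566 from limma). The other measured genes of the figure, the receptors IFNAR1 and IFNAR2, the kinases JAK1 and TYK2, the regulators IRF1, IRF2, PML, SOCS1, USP18 and PRMT1, and the phosphatases PTPN1, PTPN6 and PTPN11, did not pass limma, with log2 fold changes between -0.28 and 0.58. Of 50 genes for interferons, their receptors and signaling, IRF9 and IRF7, the latter at 1.29 (SE 0.15), rose at an adjusted p under 0.05 from limma, as they did when adjusted over the list alone, and the list did not move against other genes (camera, adjusted p = 0.501). IFIT2 and IRF7 lost their adjusted p under 0.05 without either control array, IFIT2 also with only the groups compared in the fit, and the excess of IRF9 lost it when any array of the control, clorgyline or 5-Aza-CdR groups was left out and with the replicates as blocks. STAT2 is not analysed here, since the annotation at hand names no probe for it.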

**Figure 2:**
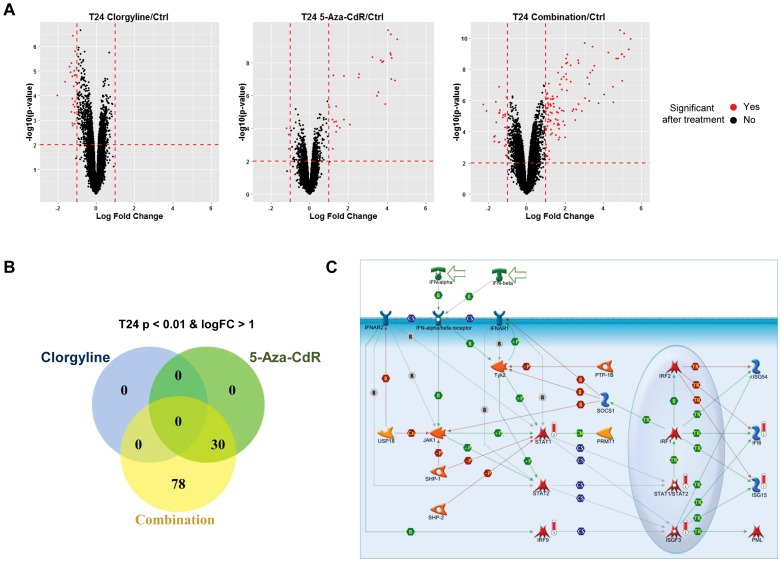
Combinatorial treatment elicits a synergistic effect in up-regulating genes in T24 cells . A. Gene expression log2 difference is plotted on the x-axis, and the –log10 (p-value) is plotted on the y-axis. Probes that are identified as significantly different between two groups are colored in red. B. Venn intersects of the number of genes that are up-regulated by the indicated treatment. C. Network enrichment diagram containing genes that are synergistically up-regulated upon combinatorial treatment. Synergistically upregulated genes are marked by red bars. The other symbols used are as seen on the Metacore website.

We also conducted genome-wide expression studies in HL60 cells. 

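The HL60 arrays hold 47229 probes without missing values, from 6.91 to 16.00 with a median of 7.54 on the log2 scale, and 2 probes with missing values were left out. The replicate arrays of each condition correlated at 0.993 to 0.995 across probes. The sorted values of the 8 arrays differ by at most 0.0035, so these arrays too share a single distribution, and they were normalized apart from the T24 arrays. The median residual SD per probe, as moderated by limma, was 0.0950 on the log2 scale, against 0.0307 for T24, so the median probe had a larger error in HL60. Single probes went either way. The SE of the combination change was 0.0994 in HL60 and 0.1799 in T24 for GAGE12J, and 0.1122 and 0.0518 for GAGE12G. The arrays labelled HL60 correlated with those labelled T24 at 0.848 to 0.872, below every pair of arrays labelled HL60.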

Gene expression changes of all transcripts after the indicated treatment are shown as volcano plots. Using previously established cutoffs, we identified differentially expressed transcripts, which are highlighted in red (Figure 3A). We found that while all three treatments induce gene up-regulation the combinatorial treatment induces the expression of more transcripts, exhibiting a similar expression profile to T24 cells. Clorgyline, 5-Aza-CdR and the combinatorial treatment up-regulated 43, 200 and 346 transcripts, respectively (Figure 3B). 

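In HL60 cells, clorgyline raised DUSP1, JUN, FOSB, HSPA1B and KLF2, 5-Aza-CdR raised GAGE genes and genes of granulocytes, and the combinatorial treatment raised all of these. With clorgyline, DUSP1, a MAP kinase phosphatase, rose by 3.02 on the log2 scale (SE 0.10, adjusted p = 4.6e-08 from limma), and the AP-1 subunits JUN and FOSB by 2.99 (SE 0.17, adjusted p = 3.3e-06 from limma) and 2.18 (SE 0.18, adjusted p = 1.3e-04 from limma). HSPA1B, a heat shock protein, and KLF2, a transcription factor, rose by 2.57 and 2.38. DUSP1 and JUN also rose with 5-Aza-CdR, by 1.27 and 1.00, and with both drugs, by 1.93 and 2.08. CLC, the Charcot-Leyden crystal protein of eosinophils, changed by -2.97, RHEX, a regulator of erythropoietin signaling, by -1.36 and the lectin CLEC2D by -2.28 (SE 0.39, adjusted p = 0.0182 from limma, lost without either clorgyline array or control replicate 2). With 5-Aza-CdR, GAGE12C, GAGE4, GAGE12G, GAGE12J and GAGE12H rose by 5.56 to 6.28, and INHBE, an activin subunit, CBS, an enzyme of cysteine synthesis, and ASS1, an enzyme of arginine synthesis, changed by -2.62, -2.45 and -2.28. With both drugs, GAGE4 rose by 6.50 (SE 0.09, adjusted p = 5.9e-13 from limma), 7 other GAGE genes by 4.50 to 6.36, and the neutrophil defensins DEFA1B and DEFA3 by 4.81 (SE 0.17, adjusted p = 2.5e-09 from limma) and 4.71 (SE 0.15, adjusted p = 9.7e-10 from limma). TNF, an inflammatory cytokine, changed by -2.18 (SE 0.10, adjusted p = 2.9e-08 from limma), HINT3, a histidine triad hydrolase, by -2.17, CBS by -2.31, INHBE by -2.23 and CLEC2D by -2.01. Of 78 genes of neutrophil granules and myeloid cells, 39 rose and 7 fell with both drugs at an adjusted p under 0.05 from limma (41 higher and 7 lower when adjusted over the list alone, camera adjusted p = 6.7e-17, and adjusted p = 0.0246 with an estimated correlation). With 5-Aza-CdR alone, 35 rose and 4 fell (40 higher and 7 lower when adjusted over the list alone, camera adjusted p = 2.8e-16, and adjusted p = 0.0240 with an estimated correlation). By the same limits as for T24, clorgyline, 5-Aza-CdR and both drugs gave 43, 200 and 350 up-regulated and 15, 178 and 170 down-regulated transcripts. The 5-Aza-CdR count of down-regulated transcripts was 366 without 5-Aza-CdR replicate 1, 73 without its replicate 2, 116 without control replicate 1, and 83 with an adjusted p under 0.01.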

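In HL60 cells, the genes higher with both drugs than with 5-Aza-CdR alone included FOS, an AP-1 subunit, by a log2 difference of 1.54 (SE 0.10, adjusted p = 2.0e-04 from limma) and the defensins DEFA1B, by 1.33 (SE 0.17, adjusted p = 0.0040 from limma), and DEFB1, an epithelial defensin, by 1.17 (SE 0.10, adjusted p = 5.5e-04 from limma). The small RNAs RNY1 and RNU1-1 were higher by 1.29 and 1.17, the latter not at an adjusted p under 0.05 with all 24 arrays in the fit. The cholesterol transporter ABCA1 and the ceramide kinase-like CERKL differed by -1.13 and -1.70, and CLEC2D by -1.85 (SE 0.39, adjusted p = 0.0297 from limma, lost without either combination array or 5-Aza-CdR replicate 2). In all, 24 transcripts were up and 9 down against 5-Aza-CdR at the limits used above, and 610 and 518 at an adjusted p under 0.05 from limma with no limit on the fold change. The count of 24 was 93 without 5-Aza-CdR replicate 1 and 39 without combination replicate 2. The overlap of the lists of 5-Aza-CdR and of both drugs was 166 transcripts, 83% of the 5-Aza-CdR list, and 184 transcripts were up with both drugs and not with 5-Aza-CdR. Independent lists of these sizes would share 1.48. Simulations with shared controls and no changed transcript gave at most 1, but their lists hold chance calls alone and are not of these sizes. Across probes, the 5-Aza-CdR and combination changes had a covariance of 0.0641, against 0.0054 in the simulations, and part of the overlap can still come from the shared control arrays. The 184 transcripts had a median log2 fold change of 1.15 with both drugs and 0.73 with 5-Aza-CdR. Against 5-Aza-CdR, 78 of them were higher at an adjusted p under 0.05 from limma and 8 passed the limits on p and fold change, although their selection on the same arrays favours such a difference.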

Although there was a considerable overlap between 5-Aza-CdR and the combinatorial treatment, the combinatorial treatment was more effective at gene induction in that it up-regulated 180 transcripts that were not up-regulated by 5-Aza-CdR (Figure 3B).

**Figure 3:**
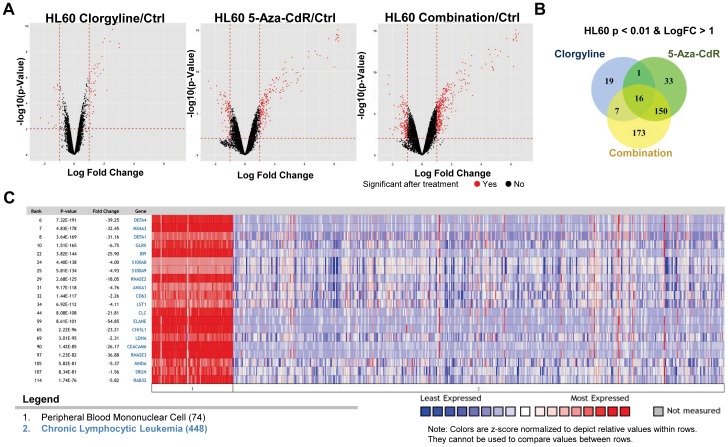
Combinatorial treatment elicits a synergistic effect in up-regulating genes in HL60 cells. A. Gene expression log2 difference is plotted on the x-axis, and the –log10 (p-value) is plotted on the y-axis. Probes that are identified as significantly different between two groups are colored in red. B. Venn intersects of the number of genes that are up-regulated upon the indicated treatment. C. Expression status obtained from ONCOMINE of 20 genes, whose expression was synergistically reactivated in HL60 cells, in peripheral blood mononuclear and chronic lymphocytic leukemia.

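On the HL60 arrays, 17 of the 18 measured genes of Figure 3C rose with the combinatorial treatment. DEFA1, a neutrophil defensin, rose by 4.31 on the log2 scale (SE 0.11, adjusted p = 1.5e-10 from limma), the calprotectin subunits S100A9 and S100A8 by 2.94 (SE 0.11, adjusted p = 4.4e-09 from limma) and 2.64 (SE 0.10, adjusted p = 1.1e-08 from limma), and ELANE, neutrophil elastase, by 2.65 (SE 0.14, adjusted p = 2.7e-07 from limma). CLC and ANXA1, an anti-inflammatory annexin, rose by 3.07 and 2.69, and the antimicrobial granule proteins DEFA4, RNASE2 and BPI by 2.09, 1.96 and 1.38. SRGN, MS4A3, MNDA, CEACAM6, CHI3L1, GLRX, RAB32 and LST1 rose by 0.90 to 1.63. LDHA, a lactate dehydrogenase, had a log2 fold change of 0.26 (SE 0.10, adjusted p = 0.134 from limma) on its brightest probe. With 5-Aza-CdR alone, DEFA1 rose by 3.43, S100A9 by 2.55, ELANE by 2.38 and ANXA1 by 2.83, and all 18 genes were higher than control at an adjusted p under 0.05 from limma. DEFA4, DEFA1, CEACAM6, S100A8 and RNASE2 were higher with both drugs than with 5-Aza-CdR at an adjusted p under 0.05 from limma, by log2 differences of 1.13, 0.87, 0.72, 0.64 and 0.56. The other 13 lay between -0.18 and 0.46. The excess over additivity passed for RNASE2 at 1.20 (SE 0.17, adjusted p = 0.0221 from limma), for CLC at 2.96 (SE 0.24, adjusted p = 2.9e-04 from limma), which clorgyline alone had lowered. It also passed for ANXA1 at -1.89 (SE 0.15, adjusted p = 2.9e-04 from limma). RNASE2 lost its adjusted p under 0.05 against 5-Aza-CdR when any array of either group was left out, and S100A8 without replicate 1 of either. The excess of RNASE2 lost it without either control array, 5-Aza-CdR replicate 2 or combination replicate 1. CD63 and RNASE3 are not analysed here, since the annotation at hand names no probe for them.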

To assess the functional importance of the genes synergistically up-regulated by the combinatorial treatment we surveyed the Oncomine™ database (Compendia Bioscience, Ann Arbor, MI). On studying gene expression for chronic lymphocytic leukemia samples compared to normal peripheral blood mononuclear samples, we noticed that numerous genes in these categories were down-regulated in the leukemias compared to the normal cells (Figure 3C), suggesting that these genes are potential tumor suppressors in leukemia. Collectively, our data show that changes in gene expression are associated with changes in cell growth inhibition and that combinatorial treatment has more a more profound impact on inhibiting cell growth rate compared to treatment with single agents, results that are in line with our global expression studies. In addition, combinatorial treatment elicits a synergistic effect in up-regulating gene expression in both T24 and HL60 cells. Furthermore, many of those genes have potential implications for immunotherapy, such as cancer testis antigen genes, and genes in the interferon pathway, suggesting the feasibility of combining epigenetic therapy and immunotherapy in treating malignancies. 

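The transcripts with a large excess over additivity on the arrays labelled T24 included germ-cell, histone and interferon genes, and in HL60 cells the excess of TKTL1, PAGE2B, ISG15, IFI6 and IFI27 did not pass limma. In HL60, TKTL1 was already at 10.35 and 10.22 with 5-Aza-CdR alone, against 10.28 and 10.34 with both drugs. IFI27 lay at 7.41 to 7.51 on every HL60 array, where the median is 7.54. The 5-Aza-CdR dose was 0.1 µM in HL60 and 1 µM in T24, so cell line and dose cannot be told apart. TKTL1 had an excess of 2.24 in T24 (SE 0.07, adjusted p = 2.4e-04 from limma), and the excess in HL60 differed from it by -2.23 (SE 0.12, adjusted p = 7.2e-08 from limma). For ISG15, PAGE2B and IFI6, the excess in HL60 differed from that in T24 by -1.88 (SE 0.28, adjusted p = 0.0040 from limma), -1.54 (SE 0.20, adjusted p = 0.0010 from limma) and -2.34 (SE 0.44, adjusted p = 0.0201 from limma). For IFI27 the difference was -2.58 (SE 0.65, adjusted p = 0.0897 from limma). In HL60, FOSB, DUSP1 and KLF2 had negative excesses of -2.57 (SE 0.26, adjusted p = 0.0014 from limma), -2.36 and -2.20, since clorgyline alone raised them more than both drugs together did. ERP29 and GANAB, proteins of the endoplasmic reticulum, had positive ones of 1.25 (SE 0.18, adjusted p = 0.0210 from limma) and 1.23 (SE 0.19, adjusted p = 0.0326 from limma), both lost without either clorgyline array, control replicate 2 or 5-Aza-CdR replicate 2, ERP29 also without combination replicate 1 and GANAB without control replicate 1. MYDGF and SNAR-A1 had 1.22 and 1.20 with adjusted p values of 0.0584 and 0.0721 from limma. Of 157 cancer testis antigen genes, 14 had a smaller excess in HL60 than in T24 at an adjusted p under 0.05 from limma (camera, adjusted p = 3.7e-08, and adjusted p = 0.0011 with an estimated correlation), and of 62 histone genes 7 did (adjusted p = 0.0045, and adjusted p = 0.0092 with an estimated correlation). Of the 350 transcripts up-regulated by both drugs in HL60, 308 were higher than with 5-Aza-CdR, 111 of them at an adjusted p under 0.05 from limma, and 267 had a positive excess, 12 of them at an adjusted p under 0.05, while 10 of the 350 had a negative excess at an adjusted p under 0.05. Their median log2 fold change was 1.27 with both drugs and 0.97 with 5-Aza-CdR, and their median excess was 0.29. The selection of these transcripts by a high value with both drugs favours a positive excess here too. Over all probes in HL60, the excess was called positive for 22 transcripts and negative for 27. The count of 22 was 3 with an adjusted p under 0.01, 132 without 5-Aza-CdR replicate 1, 55 without combination replicate 2 and 41 without control replicate 1. The paper states that the treatments act synergistically in both cell lines.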

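Cancer testis antigen genes rose with the combinatorial treatment in both cell lines, and in each some interferon-stimulated genes rose. In HL60, 34 of 157 cancer testis antigen genes rose and 3 fell at an adjusted p under 0.05 from limma (39 higher and 3 lower when adjusted over the list alone, camera adjusted p = 3.0e-07, and adjusted p = 0.0246 with an estimated correlation), against 28 and 1 with 5-Aza-CdR alone. Among the meiosis and piRNA genes, TKTL1 rose by 2.73 (SE 0.09), the testis tubulin TUBA3D by 2.01 (SE 0.12), MAEL, a piRNA factor, by 1.73 (SE 0.09) and HORMAD1, a meiotic chromosome protein, by 1.47 (SE 0.12), all at an adjusted p under 0.05 from limma. For the change with the combinatorial treatment, 25 cancer testis antigen genes were larger in T24 and 24 in HL60 at an adjusted p under 0.05 from limma, and the list did not differ between the cell lines (camera, adjusted p = 0.602). Of 88 interferon-stimulated genes in HL60, 11 rose and 15 fell at an adjusted p under 0.05 from limma (12 higher and 17 lower when adjusted over the list alone, camera adjusted p = 0.845). The antiviral genes MX2 and ISG15 rose by 1.55 (SE 0.10) and 1.02 (SE 0.10), and CCL5, a T cell chemokine, changed by -0.82 (SE 0.13). Between the cell lines, 24 interferon-stimulated genes changed more upward in T24 and 5 more upward in HL60 at an adjusted p under 0.05 from limma (camera, adjusted p = 1.1e-04, but adjusted p = 0.261 with an estimated correlation), with IFI27 larger in T24 by 2.95 (SE 0.46, adjusted p = 5.5e-04 from limma). From these gene groups, the paper proposes that epigenetic therapy and immunotherapy are feasible together.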

Notably, our data also indicates that changes in gene expression are consistent with cell growth inhibition; the combinatorial treatments up-regulates substantially more genes, that are potentially tumor suppressive, thus resulting in the greatest impact on cell growth rate among all the treatments.

### Gene up-regulation induced by combinatorial treatment is due to altered histone modifications not demethylation in T24 cells

To investigate whether DNA demethylation was responsible for the up-regulation of more genes upon combinatorial treatment, we conducted global DNA methylation studies using Illumina Infinium HumanMethylation450 platform, which includes more than 450,000 CpG sites, covering promoter regions, 5'UTR, 3'UTR, gene body and first exons. Since both T24 and HL60 showed synergistic gene up-regulation due to combination treatment, we selected T24 as the representative cell line to study the cause of gene induction. The DNA methylation level for each interrogated CpG site is reported as a beta value, ranging from 0 (not methylated) to 1(fully methylated). A density plot, which includes all the probes on the array, was generated to show the global DNA methylation profiles for every treatment (Figure 4A). The probes can be roughly separated into two groups in the control based on the bimodal distribution of the beta values: a hypomethylated group (beta value<0.2) and a hypermethylated group (beta value>0.8) (Figure 4A). The control and clorgyline treated cells exhibited very similar methylation profiles. After, 5-Aza-CdR treatment, the peak representing hypermethylated probes was shifted towards lower beta values, illustrating that 5-Aza-CdR induces global demethylation. T24 cells exposed to 5-Aza-CdR treatment showed a very similar methylation profile as the cells exposed to combinatorial treatment (Figure 4A). Although DNMT1 has been reported as a potential substrate for LSD1 [16], our data show that clorgyline does not induce demethylation in T24 cells.

**Figure 4:**
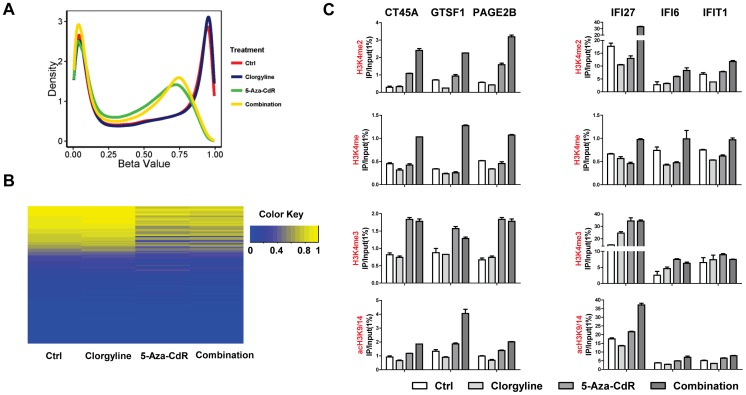
Gene up-regulation induced by combinatorial treatment is due to histone modifications in T24 cells. A. Density plots for each treatment across all 450,000 CpG sites. The x-axis represents beta values ranging from 0 (not methylated) to 1 (highly methylated). B. Heatmap of CpG probes belonging to genes which are synergistically up-regulated upon combinatorial treatment. The level of DNA methylation for each probe in each sample is represented by using the color scale shown in the legend. C. ChIP results of histone modifications after normalization to input. Error bars represent standard deviation from 3 independent experiments.

Next, we investigated the methylation levels of genes that were significantly up-regulated upon combinatorial treatment. A heatmap was generated to illustrate the methylation levels of probes, which are located within the promoter regions (probes located within 1500 bps of the transcription start site) of those significantly altered genes after each treatment (Figure 4B). The control and clorgyline treated cells showed very similar methylation profiles with few probes which either gained or lost methylation after clorgyline treatment (delta beta value >0.2). However, combinatorial treatment did not induce further demethylation of those probes which were hypermethylated originally. Comparing 5-Aza-CdR treatment with combinatorial treatment, 0 probes had a delta beta value greater than 0.2, confirming that there was no substantial change in methylation due to the combinatorial treatment (Figure 4B). In an unbiased manner we selected two genes, IFI27 and PAGE2B, which were synergistically reactivated by combinatorial treatment, to study changes in DNA methylation after each treatment (Figure S4 A and B). Both genes have several probes on the Infinium platform. The promoter of IFI27 is unmethylated; on the other hand, the promoter of PAGE2B is methylated. As the data demonstrates, these two genes showed similar DNA methylation levels after either combinatorial treatment or 5-Aza-CdR treatment. Taken together, our data show that genes which are significantly up-regulated upon combinatorial treatment lack the corresponding demethylation change as compared to cells treated with 5-Aza-CdR alone, suggesting it activates genes independent of DNA methylation changes in T24 cells.

To explore other potential mechanism for further gene reactivation induced by the combinatorial treatment, we decided to investigate changes in histone marks that could be associated with the observed expression changes. 

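On the arrays labelled T24 at day 18, the germ-cell and interferon genes TKTL1, PAGE2B, IFI27, IFI6 and IFIT1 and the histone gene H2BC12, also named HIST1H2BK, rose with the combinatorial treatment, and GTSF1, a piRNA pathway factor, was high in every condition. TKTL1 rose by 2.31 on the log2 scale over control (SE 0.05, adjusted p = 9.8e-06 from limma, probe ILMN_1674009), from 8.16 to 10.47. PAGE2B rose by 2.12 (SE 0.09, adjusted p = 2.8e-04 from limma, probe ILMN_1706140), H2BC12 by 2.71 (SE 0.16, adjusted p = 0.0011 from limma) and IFI27 by 2.88 (SE 0.20, adjusted p = 0.0019 from limma). IFIT1, which binds viral RNA, rose by 1.68 (SE 0.18, adjusted p = 0.0092 from limma) on its brightest probe and its other probe had a log2 fold change of 0.00. IFI6 went from a mean of 9.53 to 12.07. GTSF1 was at 11.17 in control and had a log2 fold change of 0.07 (SE 0.10, adjusted p = 0.849 from limma), so its arrays did not separate the conditions. The excess over additivity was 2.02 for PAGE2B (SE 0.13, adjusted p = 0.0050 from limma), 2.40 for H2BC12 (SE 0.23, adjusted p = 0.0206 from limma), 2.49 for IFI6 (SE 0.32, adjusted p = 0.0524 from limma) and 1.32 for IFIT1 (SE 0.26, adjusted p = 0.164 from limma). Without either control array, the excesses of PAGE2B and H2BC12 lost their adjusted p under 0.05, and that of H2BC12 also without replicate 2 of 5-Aza-CdR or of the combination and with the replicates as blocks. CT45A4 is not analysed here, since the annotation at hand names no probe for it.

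**Figure D1:**
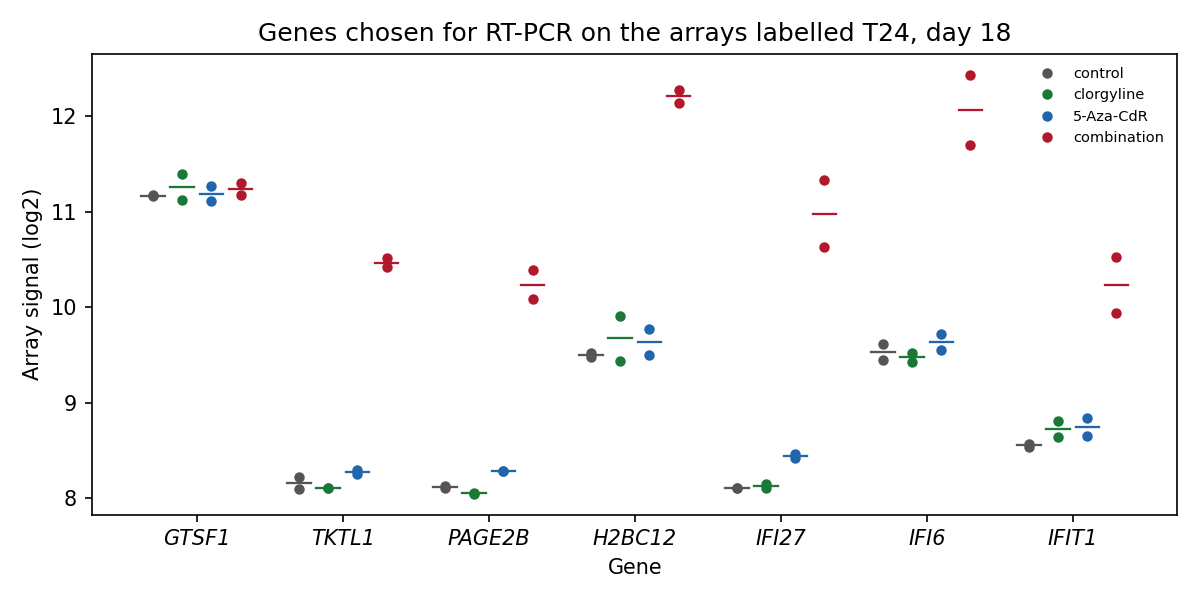
Log2 array signal of 7 genes on the 8 arrays labelled T24, with 2 points per condition and a line at their mean. For TKTL1, PAGE2B, H2BC12, IFI27, IFI6 and IFIT1 both combination arrays lie above all other arrays, and for GTSF1 the arrays of the 4 conditions overlap between 11.11 and 11.39.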

We first randomly selected 8 genes, irrespective of methylation status in the control, (CT45A4, GTSF1, TKTL1, PAGE2B, IFI6, IFI27, IFIT1 and HIST1H2BK) from the pool of 92 genes, which were significantly up-regulated upon combinatorial treatment, and validated our expression array results by RT-PCR at indicated days (Figure S5).

Upon confirmation of the array results, we selected 6 out of the 8 genes and investigated the changes in specific histone marks: H3K4me1, H3K4me2 and H3K4me3 by performing ChIP assays at the promoters of these genes. Both H3K4me1 and H3K4me2 have been reported as direct substrates of LSD1 [9]. Among the genes we selected, promoters of three of these genes, CT45A4, GTSF1 and PAGE2B, are methylated in T-24 cells and the rest are unmethylated. As compared to the control, no enrichments of H3K4me1 and H3K4me2, LSD1 targets, were observed at the promoters of all selected genes upon clorgyline treatment (Figure 4C). Both 5-Aza-CdR treatment and the combinatorial treatment induced enrichments of H3K4me1 and H3K4me2 at the promoters of methylated genes (Figure 4C). The enrichment levels were substantially higher upon combinatorial treatment, suggesting clorgyline supplements 5-Aza-CdR to establish an active chromatin structure at methylated genes.

At the promoters of unmethylated genes, neither 5-Aza-CdR nor clorgyline alone increased the enrichment of active chromatin marks; however, the combinatorial treatment further induced the enrichments of H3K4me2 and H3K4me1. We also examined the level of H3K4me3, which is not a direct target of LSD1, but is an active histone mark, enriched at the promoters of unmethylated genes. Clorgyline induced most dramatic enrichment of H3K4me3 for IFI27 compared to the control. 5-Aza-CdR treatment and the combinatorial treatment showed comparable enrichments of H3K4me3 for all selected genes, reinforcing that gene reactivation was induced by enrichments of H3K4me2 and H3K4me1, the two direct targets of LSD1. In addition, we investigated the enrichments of H3K9/14 acetylation because they tightly correlate with gene expression [34]. We observed that clorgyline treatment did not alter the level of acetylation as seen in the control, consistent with observed expression levels. 5-Aza-CdR induced the enrichment of acetylation and the combinatorial treatment further increased the enrichment level at the promoters of methylated genes as well as IFI27 (Figure 4C). Collectively, our results show that in T-24 cells, the combinatorial treatment induces further gene reactivation not through DNA demethylation. Of interest, it enrichments of H3K4me2 and H3K4me1 are the key activating changes that result in gene reactivation.

### Clorgyline induces DNA demethylation in HCT116 cells

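HCT116 is a colorectal carcinoma cell line. Its 8 arrays cover the same 4 conditions with 2 replicates each at day 20, with clorgyline at 10 µM. The dose of 5-Aza-CdR is 0.3 µM in the paper's methods and 0.1 µM in Figure 1D. The values were made as for T24, with lumi and Robust Spline Normalization within the cell line, run from 7.48 to 14.44 with a median of 7.69 on the log2 scale, and were analysed with limma in the same way. Replicate arrays correlated at 0.988 to 0.993 across probes in the treated conditions and at 0.966 in the control, where 4.73% of the probes differed between the replicates by over 0.5 on the log2 scale. Because the limma fit shares its spread over the conditions, the distance between the control arrays also widens the errors of the treated conditions, and the number of arrays limits the precision. The arrays labelled HCT116 control correlated with the 6 treated arrays labelled HCT116 at a median of 0.907 (0.900 to 0.914 over 12 pairs). The arrays labelled T24 correlated with those treated arrays at 0.969 to 0.994 over 48 pairs.

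**Figure D2:**
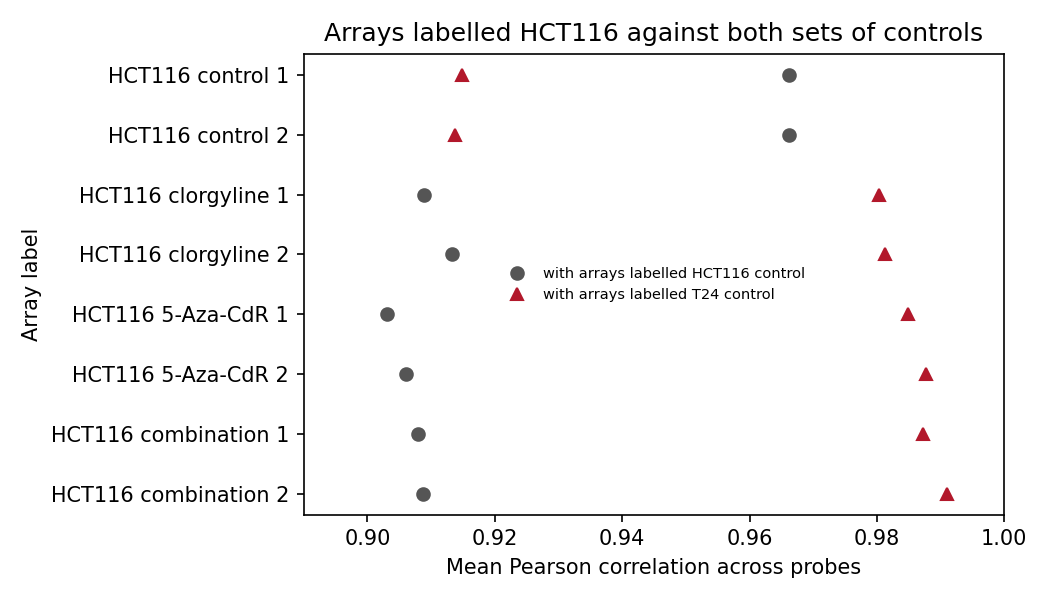
Mean Pearson correlation across probes of each array labelled HCT116 with the arrays labelled HCT116 control (circles, a control array with the other one) and with the arrays labelled T24 control (triangles). The 6 treated arrays lie at 0.903 to 0.913 with their own controls and at 0.980 to 0.991 with the T24 controls.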

We conducted genome-wide expression analysis at day 20 post treatment in HCT116 cells to investigate the changes in global gene expression after each treatment. Interestingly, all three treatments: clorgyline, 5-Aza-CdR and the combinatorial treatment, induced substantial gene up-regulation as well as down-regulation (Figure S6). 

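Against the arrays labelled HCT116 control, EPCAM, an epithelial adhesion protein, was higher on all treated arrays, by 4.22 with clorgyline (SE 0.17, adjusted p = 1.6e-04 from limma), 4.48 with 5-Aza-CdR and 4.63 with both drugs on the log2 scale. The small noncoding RNA SNAR-A1 rose by 5.30, 3.78 and 3.63 in the same order, and CRABP2, a retinoic acid binding protein, by 3.38, 3.61 and 3.54. DKK3, a secreted Wnt modulator, was lower on all treated arrays, with log2 fold changes of -4.44 (SE 0.05, adjusted p = 2.5e-06 from limma), -4.45 and -4.48, and BASP1, TGM2, a transglutaminase, TM4SF1 and IGFBP5, an insulin-like growth factor binding protein, changed by -4.04 to -4.47 with both drugs, IGFBP5 not at an adjusted p under 0.05 with only the groups compared in the fit. With both drugs, the neuropeptide genes NPW and GAL, S100A4, GTSF1, CA2, a carbonic anhydrase, DHRS2 and the cancer testis antigen MAGEB2 rose by 2.97 to 3.66, and with 5-Aza-CdR HSPA1B rose by 3.99 (SE 0.44, adjusted p = 0.0039 from limma). H19 and MSX1, a homeobox gene, rose with clorgyline by 4.74 (SE 0.30, adjusted p = 6.5e-04 from limma) and 4.55 (SE 0.27, adjusted p = 5.1e-04 from limma), and H19 had a log2 fold change of 0.05 with 5-Aza-CdR (SE 0.30, adjusted p = 0.959 from limma). Of 38 mesenchymal and matrix genes, 17 fell and 2 rose with both drugs at an adjusted p under 0.05 from limma (18 lower and 2 higher when adjusted over the list alone, camera adjusted p = 1.5e-06, but adjusted p = 0.0987 with an estimated correlation). TAGLN, an actin-binding protein, changed by -3.68 (SE 0.22) and CDH2, N-cadherin, by -3.58 (SE 0.18). After quantile normalization of all arrays together, the mean of CDH2 was 12.03 on the arrays labelled HCT116 control, 7.68 on those labelled T24 control and 7.60 on those labelled HCT116 combination. Of 88 interferon-stimulated genes, 39 fell and 5 rose with both drugs (45 lower and 5 higher when adjusted over the list alone, camera adjusted p = 2.9e-10, but adjusted p = 0.0987 with an estimated correlation), among them MX1, an antiviral GTPase, at -1.69 (SE 0.09). Of 85 genes of the X-linked cancer testis families, 29 rose with clorgyline, GAGE12C by 3.72 (SE 0.14), with 32 when adjusted over the list alone (camera adjusted p = 1.9e-07, but adjusted p = 0.0973 with an estimated correlation), and 6 rose with 5-Aza-CdR and 6 with both drugs. Clorgyline, 5-Aza-CdR and both drugs gave 525, 597 and 537 up-regulated and 649, 722 and 699 down-regulated transcripts, and with an adjusted p under 0.01 342, 377 and 335 up-regulated ones. With the arrays labelled T24 control in place of those labelled HCT116 control, a comparison chosen after seeing the data, the counts were 122, 5 and 3 up and 41, 45 and 11 down.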

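On the arrays labelled HCT116, the transcripts up in all 3 treatments included EPCAM, SNAR-A1, CRABP2, DHRS2 and MAGEB2, and those down in all 3 included DKK3, TGM2, BASP1 and TM4SF1. MAGEB2 had a log2 fold change of 3.09 with clorgyline, 3.03 with 5-Aza-CdR and 3.02 with both drugs, and TM4SF1 one of -3.79, -4.21 and -4.17. The up-regulated lists had 341 transcripts in common and the down-regulated lists 543. Pairwise, 5-Aza-CdR and both drugs shared 429 up-regulated transcripts, clorgyline and 5-Aza-CdR 391, and clorgyline and both drugs 372. All comparisons use the same control arrays. Independent lists of these sizes would have 0.0754 transcripts in common. Simulations with shared controls and no changed transcript gave a mean of 0.0700 and at most 1, but their lists hold chance calls alone and are not of these sizes. With an adjusted p under 0.01 the number in common was 210. Across probes, the changes with the 3 treatments correlated at 0.911 to 0.958, with covariances of 0.104 to 0.114 against 0.0039 in the simulations. Divided, the 2 control arrays would leave 1 array per comparison, so the lists were not called again with separate controls, and part of the overlap can come from the shared ones. After quantile normalization of all arrays together, in a comparison chosen after seeing the data, 792 transcripts were over 2-fold up in all 3 treatments against control replicate 1, and 759 of them were higher on the arrays labelled T24 control than on control replicate 2. Of 919 over 2-fold down, 899 were lower. With the control replicates exchanged, it was 743 of 776 and 937 of 968.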

There is a substantial overlap (348 transcripts) among all three treatments (Figure 5A), suggesting that all the treatments may employ similar mechanisms of action in reactivating silenced genes. This may also explain the lack of synergistic response in HCT116 cells.

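The combinatorial treatment differed little from 5-Aza-CdR on the arrays labelled HCT116. FOS was higher by a log2 difference of 1.30 (SE 0.12, adjusted p = 0.283 from limma) and CXCL8 by 1.02 (SE 0.18, adjusted p = 0.675 from limma). The largest excesses over additivity had the sign opposite to the change itself. DKK3 had 4.42 (SE 0.07, adjusted p = 2.0e-05 from limma), TM4SF1 3.82 (SE 0.19, adjusted p = 7.3e-04 from limma), and IGFBP4, a binding protein like IGFBP5, 3.70, and these genes were lower on all treated arrays than on the arrays labelled HCT116 control. SNAR-A1 had -5.46 (SE 0.21, adjusted p = 3.7e-04 from limma), H19 -4.73 (SE 0.43, adjusted p = 0.0042 from limma) and HSPA1B -5.00 (SE 0.62, adjusted p = 0.0112 from limma). The last was lost without clorgyline replicate 1 or either 5-Aza-CdR array. IGFBP5 had 3.97 (SE 0.66, adjusted p = 0.0287 from limma), lost when any treated array was left out. Against 5-Aza-CdR, limma called 2 transcripts up and 1 down at the limits used above, and 0 at an adjusted p under 0.05, while 2464 had an unadjusted p under 0.05. The count of 2 was 23 without combination replicate 2, 6 without 5-Aza-CdR replicate 2 and 1 without 5-Aza-CdR replicate 1, and 5 with a robust spread and 8 with all 24 arrays in the fit. Among the 537 transcripts up-regulated by both drugs, the excess was positive for 9 and called negative for 289, with a median of -1.19 on the log2 scale. The excess takes the control arrays as its baseline, and these arrays correlated with each other at 0.966 and with the treated arrays at a median of 0.907. The median log2 fold changes of the 537 were 1.23 with clorgyline, 1.32 with 5-Aza-CdR and 1.31 with both drugs. When all treatments lie equally far from the control, the excess is minus that distance by arithmetic. A displacement of the control arrays alone would thus give these signs, and they do not decide on additivity. From the overlap of the treatments, the paper proposes that similar mechanisms explain the lack of synergy.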

**Figure 5:**
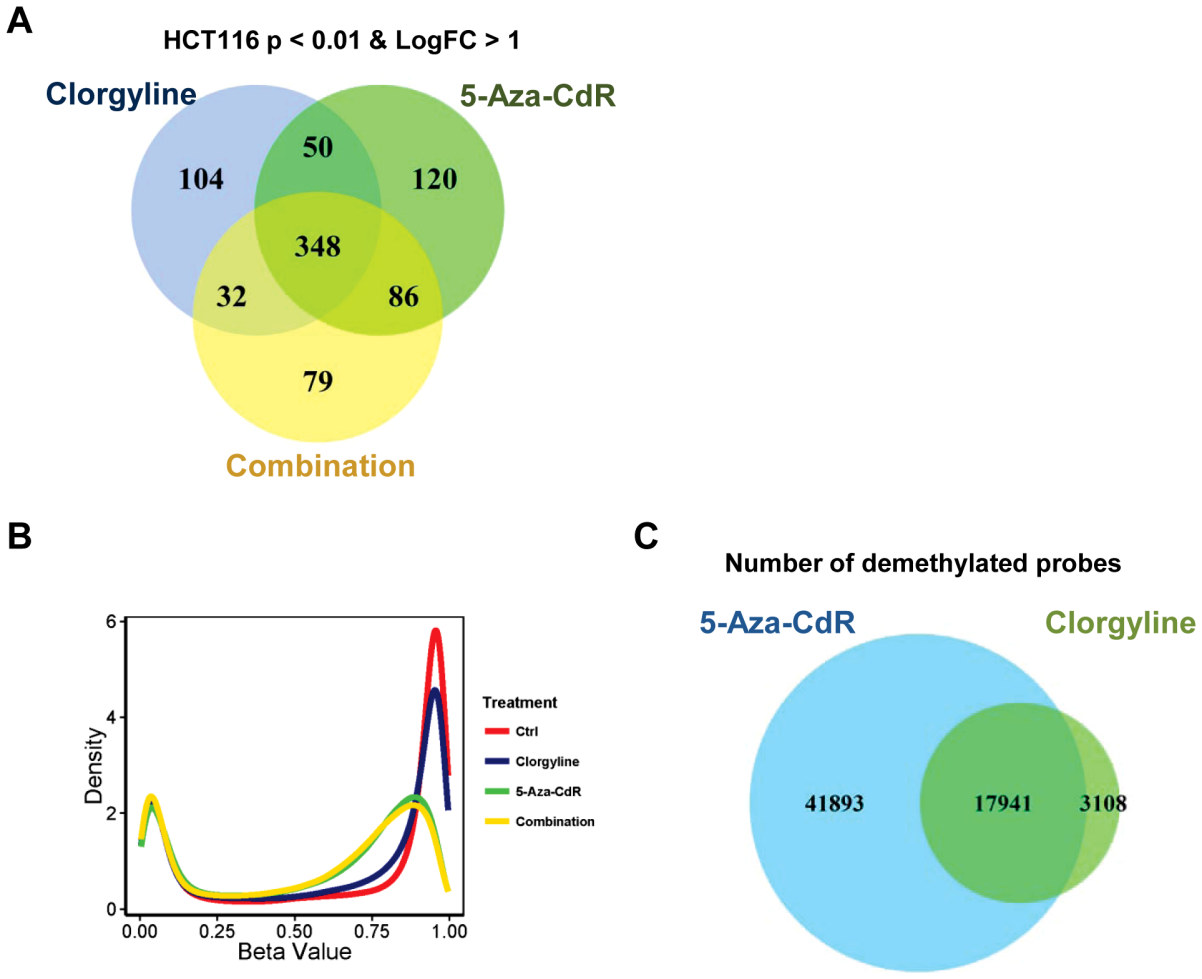
Clorgyline induces demethylation in HCT116 cells. A. Venn intersects of the genes that are up-regulated upon the indicated treatment. B. Density plots for each treatment across all 450,000 CpG sites. The x-axis represents beta values ranging from 0 (not methylated) to 1 (highly methylated). C. Venn intersect of the probes that are demethylated by the indicated treatment. The overlap of two circles represents the common probes that are demethylated by both treatments.

Although clorgyline does not induce DNA demethylation in T24 cells, we investigated whether the significant gene up-regulation observed upon all three treatments in HCT116 was attributed to DNA demethylation by conducting global DNA methylation analysis at day 20 post-treatment. The density plot demonstrates that both 5-Aza-CdR treatment and the combinatorial treatment induced substantial demethylation, exhibiting similar global methylation profiles (Figure 5B). In contrast to T24 cells, clorgyline induced moderate DNA demethylation in HCT116. At day 20, 21,049 probes were demethylated by clorgyline treatment, while 59,834 probes remained demethylated after 5-Aza-CdR treatment. There is a substantial overlap between demethylated probes between these two treatments (Figure 5C). Clorgyline primarily demethylates non-CpG island regions (Figure S7A). Since HCT116 cells have higher methylation levels in non-CpG island regions than in T24 cells (Figure S7B), this may provide an explanation for its efficacy in HCT116. It has been shown that DNMT1 is a substrate for LSD1 and LSD1 inhibitors have the potential to destabilize DNMT1, resulting in global demethylation [16]. Our laboratory has previously shown that DNMT1 is more prominent in maintaining non-CpG island methylation [35], reinforcing our hypothesis that clorgyline induces demethylation by destabilizing DNMT1. Collectively, our results demonstrate that in HCT116, clorgyline induces global DNA demethylation and gene up-regulation, suggesting that clorgyline employs different mechanisms of action in HCT116 cells than in T24 and HL-60 cells.

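H19 and the GAGE genes rose with clorgyline on the arrays labelled HCT116, GAGE4 by 3.71 on the log2 scale (SE 0.09) and GAGE12G by 3.65 (SE 0.22), both at an adjusted p under 0.05 from limma. On the arrays labelled T24 their log2 fold changes with clorgyline were -0.02 and -0.03. The difference between cell lines in the change with clorgyline, tested with limma over all 24 arrays, passed an adjusted p under 0.05 and a 2-fold limit for 543 transcripts that changed more upward and 511 that changed more downward on the arrays labelled HCT116 than on those labelled T24, and for 660 and 673 against HL60. Other genes also differed between the clorgyline and control arrays labelled HCT116. IL1B, an inflammatory cytokine, changed by -3.31 (SE 0.03), and CXCL8, a neutrophil chemokine, by -2.85 (SE 0.19). DNMT1, the maintenance DNA methyltransferase, changed by 1.78 (SE 0.28) and UHRF1, its recruiting partner, by 1.68 (SE 0.22), all at an adjusted p under 0.05 from limma. DNMT1 lost it without either clorgyline array and UHRF1 without clorgyline replicate 1, and both with only the groups compared in the fit. CXCL8 also changed by -3.53 with 5-Aza-CdR and by -2.51 with both drugs, so its fall is not particular to clorgyline. All of these changes and differences were taken against the arrays labelled HCT116 control, which correlated with the clorgyline arrays at 0.909 and 0.913, below the 0.980 and 0.981 between those arrays and the arrays labelled T24 control. With the latter as the controls, a comparison chosen after seeing the data, clorgyline gave 122 up and 41 down in place of 525 and 649. H19, GAGE4 and GAGE12G were also higher on the clorgyline than on the 5-Aza-CdR arrays labelled HCT116, without use of the control means. The log2 differences were 4.69, 3.69 and 3.66 (adjusted p = 0.0063, 2.0e-04 and 0.0052 from limma). On the arrays labelled T24, these genes rose with 5-Aza-CdR. From the transcripts that clorgyline raised in HCT116 and the demethylation it reports there, the paper proposes that clorgyline acts by another mechanism in HCT116 than in T24 and HL60.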

## Discussion

The discovery of the histone lysine demethylase, which plays an important role in gene regulation by modulating histone tail modifications and the stabilities of non-histone substrates, has opened an exciting new avenue for epigenetic therapy. Although targeting histone demethylase to reactivate aberrantly silenced genes is still in its infancy, a number of preclinical studies have shown promising outcomes. Zhu et al reported polyamine analog inhibitors of LSD1 reactivated aberrantly silenced genes by establishing an active chromatin structure [26].

Recently, a number of FDA-approved drugs targeting monoamine oxidases (MAO) have been utilized to target LSD1 *in vivo*, due to the structural homology of the catalytic domains shared by the two proteins. A number of studies reported that such inhibitors are capable of inhibiting cancer cell proliferation [25], [36], and reactivating aberrantly silenced genes and pathways [37]. However, under many circumstances, LSD1 inhibitors alone only have minimal to modest therapeutic efficacies, which are greatly enhanced in combination with other therapies [38]. Huang et al showed that re-expression of SFRP2, a negative regulator of Wnt signaling, upon co-treatment with low doses of LSD1-inhibiting oligoamine analogues and DNA methyltransferases inhibitors is much more substantial than any of the single treatment [38]. Our study further assesses the enhanced therapeutic value of combining 5-Aza-CdR and clorgyline genome-wide, using three cell lines as model systems. One advantage of introducing a combinatorial treatment consisting of two FDA-approved drugs is the relative rapidity of proceeding to clinical settings.

LSD1 has a number of substrates, including both histone and non-histone substrates [38], [39], and has been suggested to have multiple mechanisms of action to regulate gene expression [9], [28]. Our study suggests that clorgyline employs different mechanisms of action in T24 and HCT116 cells. In T24 cells, clorgyline does not induce demethylation, but rather supplements 5-Aza-CdR in the combinatorial treatment to further reactivate genes by enriching H3K4me2 and H3K4me1. Clorgyline alone has minimal effects in terms of reactivating silenced genes and establishing an active chromatin configuration. On the other hand, in HCT116 cells, clorgyline induced DNA demethylation and gene reactivation, play a similar role as those induced by 5-Aza-CdR; however, it did not result in a synergistic effect in gene up-regulation when combining with 5-Aza-CdR. This may be attributed to the difference in total methylation levels in the two cell lines. But, in both cell lines, clorgyline treatment alone showed modest cell growth inhibition, which might be attributed to its effects on non-histone protein targets, such as p53[17].

Our group has reported up-regulation of cancer-testis antigens (CTAs) as well as genes in the interferon pathway upon 5-Aza-CdR treatment in T24 cells [40]. In this study, our gene ontology results reveal that same groups of genes, CTAs and genes in the interferon pathway, were substantially up-regulated upon the combinatorial treatment, suggesting their potential implications in immunotherapy. CTA genes are normally silenced in non-germline normal tissues by DNA methylation and are only expressed in germ cells and trophoblast tissues, and are also aberrantly expressed in a variety of cancers [41]. It has been well documented that epigenetic regulation plays a vital role in regulating transcription of CTA genes, which have been actively pursued as targets for cancer vaccines [42]. However, such vaccines often yield limited therapeutic values due to the heterogeneous expression of CTA genes in tumors. Only a small fraction of cancer cells express CTA genes [42], [43]. Epigenetic therapies can robustly augment the expression of CTA genes, suggesting potentially favorable outcomes upon combining epigenetic therapies and CTA-directed therapies for cancer treatment. In addition, one can posit that amplifying the immunogenicity of tumor cells can also increase the likelihood of tumor cells to recognition and elimination by the host immune system [43].

In addition to the augmentation of CTA genes, our gene ontology results also reveal that another group of transcripts, belonging to the interferon (IFN) pathway, were substantially up-regulated by the combinatorial treatment. It is well-known that IFN signaling plays a vital role in recognition and elimination of cancer cells, thus promoting antitumor responses and protecting the host against the development of cancer [44]. Systemic injections of IFNs are approved for the treatment of both solid and hematological malignancies [45]. A subclass of IFN has been used in combinatorial therapy of glioblastoma [46]. Epigenetic therapy can augment and sustain the expression of IFNs, which can induce multiple downstream anti-tumor actions, offering opportunities to develop novel combinatorial therapies.

In summary, our study demonstrates that a combinatorial treatment consisting of a DNMT inhibitor and a LSD1 inhibitor results in enhanced cell growth inhibition and a synergistic effect in up-regulating gene expression in both T24 and HL60 cell lines. Those up-regulated genes may play a key role in making cancerous cells less tumorigenic, reflected by slower growth rate and limited ability to form colonies. In addition, combinatorial treatment augments the expression of a class of genes belonging to certain immune-related pathways, which have the potential to prime cells for further immunotherapy. Furthermore, we show that clorgyline has two potential mechanisms of action. Which mechanism dominates is cell line dependent.

## Supporting Information

Figure S1 **Combinatorial treatment results in greatest inhibition of colony formation.** Images of plates used to test the different treatments by colony formation assay demonstrate that clorgyline had the most significant impact on colony growth.
(PDF)

Figure S2 **Combinatorial treatment up-regulates more transcripts than 5-Aza-CdR.** Scatter plot of the log fold change induced by 5-Aza-CdR treatment versus the log fold change induced by the combination treatment for all transcripts. Red dots represent transcripts that are differentially expressed upon combinatorial treatment.
(PDF)

Figure S3 **Combinatorial treatment up-regulates genes that have specific functions.** Gene ontology results show enrichments of specific functions in the genes that are up-regulated upon the combinatorial treatment.
(PDF)

Figure S4 **Schematic diagrams for locations of probes on the Infinium platform.** A, B. The positions of each vertical bar next to the indicated treatments represent the locations of each probe. Yellow represents fully methylated; blue represents unmethylated. Arrows indicate the direction of transcription.
(PDF)

Figure S5 **Validations of genome-wide expression array results.** RT-PCR results showing the gene expression levels at both D12 and D18 after indicated treatments. The mRNA levels were normalized to GAPDH. Error bars represent the standard deviation of biological triplicates.
(PDF)

Figure S6 **All three treatments induced substantial gene up-regulation as well as down-regulation.** Gene expression log2 difference is plotted on the x-axis, and the –log10 (p-value) is plotted on the y-axis. Probes that are identified as significantly different between two groups are colored in red.
(PDF)

Figure S7 **Differential DNA demethylation upon drug treatment.** A. Blue indicates CpG island probes, which were demethylated. Red indicates the percentage of non-CpG island probes, which were demethylated. B. Blue bars indicate methylated CpG island probes; red bars indicate methylated non-CpG island probes. C. Density plots for total methylation in T24 and HCT116 cells across all 450,000 CpG sites. The x-axis represents beta values ranging from 0 (not methylated) to 1 (highly methylated). Blue line represents T24 cells; red line represents HCT116 cells.
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

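Expression was measured on Illumina HumanHT-12 V4 arrays in T24, HL60 and HCT116 cells, untreated or given clorgyline, 5-Aza-CdR or both, with 2 arrays per condition and 24 arrays in all. T24 and HL60 were sampled at day 18 and HCT116 at day 20. Per the paper and the sample descriptions, the authors processed the bead intensities with lumi 2.6.0 for T24 and HCT116 and lumi 2.8.0 for HL60. The deposited values are log2 values that the authors transformed and normalized by Robust Spline Normalization before deposition. Background correction and probe filtering are not stated. The sorted values of the arrays of a cell line are nearly identical, and they differ between cell lines, so the values were normalized within the cell line.

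Each cell line was fitted on its own with limma 3.58.1 in R 4.3.3, with a mean per condition for each probe. The spread was shared over the 4 conditions and moderated by empirical Bayes. A transcript is a probe, called at an unadjusted p under 0.01 and a fold change over 2, the limits the paper states. Adjusted p values are Benjamini-Hochberg values over all probes of the cell line, with these exceptions. Counts of gene list members and gene differences between T24 and HL60 were fitted and adjusted over all genes, with 1 probe per gene. So was the comparison of clorgyline with 5-Aza-CdR arrays labelled HCT116. Camera values were adjusted over the 24 lists of a comparison. Besides each treatment against control, the combinatorial treatment was compared with 5-Aza-CdR, and the excess over additivity was tested as an interaction. Differences between cell lines were tested in limma over all 24 arrays. Overlaps were set beside the number expected from independent lists and beside 100 simulations with shared control arrays and no changed transcript. The simulated lists hold chance calls alone, so they are not of the observed sizes. Signal over background takes the place of depth on arrays, and the precision is that of 2 arrays per condition. On simulated data made from these arrays, 100 probes raised by 1.5 on the log2 scale were all called in each cell line, and at most 1 unchanged probe was called up with the combinatorial treatment and at most 2 with 5-Aza-CdR. The simulation had independent normal errors, no compression near background and no displaced control arrays. It therefore checks the procedure and does not give the recovery or false calls on the real arrays.

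Gene lists were written before the data were examined, some of them for groups that the paper names from these same arrays. All were tested with camera on the brightest probe of each gene, with an inter-gene correlation of 0.01 or estimated per list, and with fry. They cover cancer testis antigens and their X-linked families, germline and piRNA genes, interferon-stimulated genes, interferons with their receptors and signaling, MHC class I antigen presentation, inflammatory cytokines and NF-kB targets, histones, the cytoskeleton, the cell cycle, p53 targets and CDK inhibitors, neutrophil granule and myeloid genes, eosinophil and mast cell genes, erythroid and megakaryocyte genes, lymphoid genes, epithelial and urothelial genes, mesenchymal and extracellular matrix genes, intestinal differentiation and Wnt genes, the drug targets and DNA methylation machinery, cholesterol synthesis, hypoxia and glycolysis, the amino acid and ER stress response, metallothioneins and ribosomal proteins. Named genes are those the paper names, the 10 up-regulated and 5 down-regulated genes with the largest changes in the combinatorial treatment, the 5 and 3 with the largest in each other comparison, and up to 4 members of each list with the largest changes at an adjusted p under 0.05. PAGE2B, TKTL1 and IFI27 with 5-Aza-CdR alone, the GAGE genes with clorgyline in T24, and MAGEB2, TM4SF1 and CRABP2 across the treatments of HCT116 are further values of genes the rule names.

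The alternatives were adjusted p values in place of unadjusted ones, with and without a limit on the fold change, bright probes alone, a second quantile normalization, a common median, only the groups compared, all 24 arrays, a robust spread with a trend, the replicate number as a block, 1 probe per gene and leaving out each array. Genes without a probe in the annotation at hand, CT45A4, STAT2, CD63 and RNASE3, were left out, as were 2 HL60 probes with missing values. The expression arrays alone were at hand, and the methylation arrays, ChIP, cell growth and RT-PCR measurements of the paper were not analysed here.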

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

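All tests of an explanation in this part were chosen after the result was seen.

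In limma, the change with clorgyline was more upward for 543 transcripts and more downward for 511 on the arrays labelled HCT116 than on those labelled T24. Against HL60 it was 660 and 673. These counts use the arrays labelled HCT116 control, which are discussed below. The change of FOSB with clorgyline was lower in T24 than in HL60 by a log2 difference of -3.56. With the combinatorial treatment, 24 interferon-stimulated genes changed more upward on the arrays labelled T24 than in HL60 and 5 more upward in HL60 (camera, adjusted p = 1.1e-04, but adjusted p = 0.261 with an estimated correlation). H19, an imprinted RNA the paper does not discuss, rose by 4.22 on the log2 scale with 5-Aza-CdR on the arrays labelled T24. In HL60, 15 genes of cholesterol synthesis rose with the combinatorial treatment, and of the amino acid and ER stress genes 18 fell and 9 rose (camera, adjusted p = 0.0194, but adjusted p = 0.422 with an estimated correlation), both outside the groups the paper discusses.

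The arrays labelled HCT116 control stand apart from the 6 treated arrays of that label. Normalization alone is argued against, since the median correlation between control and treated arrays was 0.908 after quantile normalization of all 24 arrays together, against 0.985 between the arrays labelled T24 and those treated arrays, and an effect shared by all 3 treatments is argued against too, since 0 of the 6 treated arrays were closer to their own controls than to untreated T24. Control arrays from another cell line than the treated arrays are consistent with the data: of 792 transcripts over 2-fold up in all 3 treatments against control replicate 1, 95.8% were also higher in untreated T24 than in control replicate 2. That every cell line label is right is argued against by the correlations before joint normalization. The arrays labelled T24 correlated with the treated arrays labelled HCT116 at 0.9686 or more, with a median of 0.9854, and with each other at a median of 0.9853. Those labelled HCT116 control correlated with the treated ones at 0.9135 at most. Which labels are wrong stays open and includes that of T24. EPCAM was at 13.14 on the arrays labelled T24 control, 12.97 to 13.41 on the treated arrays labelled HCT116 and 8.12 on those labelled HCT116 control. On HCT116 control, 13 of 38 mesenchymal, 3 of 34 epithelial (KRT7 among them, 12.58 against 7.83) and 1 of 51 intestinal genes were over 2-fold higher than on T24 control. In the same order, 1, 5 and 5 were over 2-fold lower. The paper's RT-PCR in T24, reported in support of its arrays, and its methylation data, with demethylation by clorgyline in HCT116 and not in T24, run the way the labels say. Neither shows directly which cells these arrays hold. GTSF1 is an exception, since it did not pass on the arrays labelled T24. The paper gives its promoter as methylated in T24. On the arrays labelled T24 control it was at 11.18 and 11.16, where the T24 median is 8.10. On both arrays labelled HCT116 control it was at 7.66, where the HCT116 median is 7.69.

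Cancer testis genes are higher on the arrays labelled HCT116 clorgyline than on those labelled 5-Aza-CdR and combination. With the treatment labels taken as given, clorgyline raising these genes whether or not 5-Aza-CdR is given is argued against by the size of the differences. For 40 X-linked cancer testis genes, the median log2 difference between combination and 5-Aza-CdR arrays was 0.0026, with 21 higher. Between clorgyline and 5-Aza-CdR arrays it was 0.29. At an adjusted p under 0.05 from limma, 0 of the 40 were higher with the combination, but so were 0 of all 20047 genes, so that count says nothing particular about these genes. Treatment labels that do not match the drugs given stay open. Of these 40 genes, all raised by both drugs on the arrays labelled T24, 38 were higher on the clorgyline than on the 5-Aza-CdR arrays. This restates the pattern. Over all probes, HCT116 clorgyline arrays correlated at 0.9836 to 0.9895 with T24 5-Aza-CdR arrays and at 0.9790 to 0.9834 with T24 clorgyline arrays. For the arrays labelled HCT116 5-Aza-CdR these were 0.9797 to 0.9854 and 0.9907 to 0.9935. An exchange of these labels would give such values, but the pattern's own genes are among the probes, so this is no separate test. The paper's own methylation data in HCT116, with more probes demethylated after 5-Aza-CdR than after clorgyline, run the way the labels say. A clorgyline effect that 5-Aza-CdR blocks, or another effect of the dose or day in this cell line, was not tested and stays open.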

How the results depend on the processing

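Comparisons with the arrays labelled T24 control in place of those labelled HCT116 control were chosen after seeing the data. All other alternatives were planned.

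No result past its test in the main setting or in an alternative changed direction between them. Of 224 named gene results, 199 passed an adjusted p of 0.05 in limma and 156 of these passed it in every setting run, 43 lost it in at least 1 setting, 19 of them only when an array was left out, and 7 gained it. Counts stayed within 1.5 times under bright probes alone, a common median, a second quantile normalization, only the groups compared and the replicate block, but the normalization and median alternatives hardly alter values that already share a distribution, so they say little. The excess over additivity needs all 4 conditions, so with only the groups compared its counts and gene results are those of the main fit. The probes that bright probes alone leaves out held hardly any up-regulated calls, so that setting says little too. Replicate numbers do not pair the samples, with correlations of -0.12 to 0.21 between groups. Signal near background limits the changes of dim probes. A lone array left in a group is assumed to vary like the other groups. Where a count moved, the cause was not tested beyond what each setting itself alters.

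With an adjusted p under 0.05 and no fold limit, T24 gave 45 up and 131 down for clorgyline, 12 down for 5-Aza-CdR, 808 up and 653 down for the combination, 422 up against 5-Aza-CdR, 152 with a positive excess and 745 in the combination alone. HL60 gave 214 and 122, 1682 and 1473, and 2619 and 2527 for the treatments in the same order, 610 up against 5-Aza-CdR, 35 with a positive excess, 1247 shared and 1372 not in 5-Aza-CdR. HCT116 gave 2368 and 2383, 2493 and 2569, and 2363 and 2455, 0 up against 5-Aza-CdR (limma, 2464 at an unadjusted p under 0.05), 1286 with a positive excess and 1477 shared.

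With an adjusted p under 0.01 and the fold limit, T24 gave 2 down for clorgyline, 0 down for 5-Aza-CdR (limma, 3630 at an unadjusted p under 0.05 in either direction), 15 down for the combination, 43 up against 5-Aza-CdR and 27 with a positive excess. HL60 gave 83 down for 5-Aza-CdR and 3 with a positive excess. HCT116 gave 342, 377 and 335 up, 0 up against 5-Aza-CdR, 333 with a positive excess and 210 shared.

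With 1 probe per gene, which counts fewer transcripts, T24 gave 15 down for clorgyline, 15 up for 5-Aza-CdR, 67 up for the combination, 63 with a positive excess and 15 shared. HL60 gave 7 down for clorgyline, 104 down for 5-Aza-CdR, 230 up and 105 down for the combination and 117 not in 5-Aza-CdR. HCT116 gave 395, 455 and 445 down and 388 with a positive excess. With a robust spread, HL60 gave 82 down for 5-Aza-CdR and HCT116 5 up against 5-Aza-CdR, which was 8 with all 24 arrays. With the T24 controls, HCT116 gave 122 up and 41 down for clorgyline, 5 and 45 for 5-Aza-CdR, 3 and 11 for the combination, and 0 shared by all treatments in limma.

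For the combinatorial treatment against control, the interferon-stimulated genes in T24 had a camera adjusted p of 0.166 with an estimated correlation. Of the list results of that comparison alone, taken over all cell lines, 8 in place of 32 passed with an estimated correlation.

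Leaving out 1 array gave these ranges where a count moved. In T24, clorgyline up ran from 0 to 1 (1 without control replicate 1 or clorgyline replicate 1), clorgyline down from 24 to 40 (without clorgyline replicate 1), 5-Aza-CdR down from 2 to 9 (without 5-Aza-CdR replicate 1) and combination down from 24 to 45 (without combination replicate 1). In HL60, 5-Aza-CdR down ran from 73 (without 5-Aza-CdR replicate 2) to 366 (without its replicate 1), with 116 without control replicate 1. Up against 5-Aza-CdR ran from 22 to 93 (without 5-Aza-CdR replicate 1), with 39 without combination replicate 2, and the positive excess from 20 to 132 (without 5-Aza-CdR replicate 1), with 55 without combination replicate 2 and 41 without control replicate 1. In HCT116, up against 5-Aza-CdR ran from 1 (without 5-Aza-CdR replicate 1) to 23 (without combination replicate 2), with 6 without 5-Aza-CdR replicate 2.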

Differences from the paper's values

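The transcript counts that the paper states for the expression arrays lie within 1.5 times the values found here, at the paper's limits on p and fold change with p unadjusted. The paper's pool of 92 genes up-regulated by the combinatorial treatment in T24 was not compared.

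In the paper, GTSF1 is among the genes raised by the combinatorial treatment in T24. On the arrays labelled T24 its log2 fold change was 0.07 (SE 0.10, adjusted p = 0.849 from limma), while TKTL1, PAGE2B, H2BC12, IFI27, IFI6 and IFIT1 rose.

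The paper describes the granulocyte genes of Figure 3C as raised synergistically in HL60. Of 18 measured genes, 17 rose against control, 5 were higher than with 5-Aza-CdR at an adjusted p under 0.05 from limma, and the excess over additivity passed in the positive direction for 2, RNASE2 and CLC, and in the negative direction for ANXA1.

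The paper lists cell cycle regulation among functions enriched in the genes with a synergistic rise in T24. The excess of a whole list is another measure. That of the 70 measured genes of DNA replication and mitosis was lower than that of other genes, with a median of -0.18 on the log2 scale (camera, adjusted p = 5.9e-07, and adjusted p = 0.0188 with an estimated correlation), although these genes did not pass limma singly. Against control, 2 of the 70 rose at an adjusted p under 0.05 from limma (camera, adjusted p = 0.0030, but adjusted p = 0.0639 with an estimated correlation).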

Other observations

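All tests of an explanation in this part were chosen after the result was seen.

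In HL60 cells, the combinatorial treatment raised genes of cholesterol synthesis and moved genes of the amino acid and ER stress response in both directions, neither of which the paper discusses. Of 25 cholesterol genes, 15 rose at an adjusted p under 0.05 from limma (18 when adjusted over the list alone, camera adjusted p = 2.0e-10, and adjusted p = 0.0246 with an estimated correlation). They include LSS and SQLE, enzymes of sterol ring formation, at 1.40 (SE 0.10) and 1.19 (SE 0.13) on the log2 scale, ACAT2 at 1.32 (SE 0.11) and HMGCS1 at 1.24 (SE 0.11, lost with all 24 arrays in the fit). Of 34 genes of the amino acid and ER stress response, 18 fell and 9 rose (19 lower and 10 higher when adjusted over the list alone, camera adjusted p = 0.0194, but adjusted p = 0.422 with an estimated correlation). CBS, TRIB3, a stress-induced pseudokinase, and ASNS, asparagine synthetase, changed by -2.31 (SE 0.13), -1.90 (SE 0.14) and -1.62 (SE 0.10), while MANF, a secreted ER stress factor, rose by 1.72 (SE 0.13). In T24, 1 cholesterol gene rose and 2 fell at an adjusted p under 0.05 from limma (1 higher and 8 lower at an unadjusted p under 0.05, camera adjusted p = 0.0107, but adjusted p = 0.537 with an estimated correlation), and 3 amino acid and ER stress genes rose and 7 fell, among them PSAT1 and PHGDH, enzymes of serine synthesis, at -1.24 and -1.12, the former lost with all 24 arrays in the fit (camera adjusted p = 0.230).

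Of 17 eosinophil and mast cell genes in HL60, 7 rose with the combinatorial treatment (8 when adjusted over the list alone, camera adjusted p = 7.4e-06, but adjusted p = 0.0558 with an estimated correlation), with PRG3, an eosinophil granule protein, at 3.29 (SE 0.11) and HDC, which makes histamine, at 2.08. In T24, 0 of them passed limma and 2 were higher at an unadjusted p under 0.05. Of 56 germline and piRNA genes, 17 rose in T24 (23 higher and 1 lower when adjusted over the list alone, camera adjusted p = 4.6e-08, and adjusted p = 0.0280 with an estimated correlation), and in HL60 15 rose and 2 fell (camera adjusted p = 0.0024, but adjusted p = 0.0558 with an estimated correlation).

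Other lists, with the combinatorial treatment against control, moved as follows at an adjusted p under 0.05 from limma. Of 25 MHC class I genes, 1 fell in T24, CANX, an ER chaperone, lost without either control array or combination replicate 2 and with all 24 arrays in the fit, and 5 rose and 2 fell in HL60 (camera adjusted p = 0.592 and 0.0194, the latter 0.199 with an estimated correlation). Of 35 p53 targets and CDK inhibitors, 4 rose and 3 fell in T24 and 3 rose and 6 fell in HL60 (camera adjusted p = 0.747 and 0.444). Of 22 erythroid and megakaryocyte genes, 2 rose and 3 fell in T24 and 1 rose in HL60 (0.998 and 0.191), and of 25 lymphoid genes 4 rose in each (0.315 and 0.0669). Of 34 epithelial and urothelial genes, 3 rose and 2 fell in T24 and 1 rose and 2 fell in HL60 (0.592 and 0.845), and on the arrays labelled HCT116 9 rose and 4 fell (0.101). Of 51 intestinal and Wnt genes, 7 rose in T24 (0.0477, but adjusted p = 0.233 with an estimated correlation) and 3 rose and 2 fell in HL60 (0.845). Of 34 drug targets and methylation genes, 0 passed in T24 (limma, 3 higher and 3 lower at an unadjusted p under 0.05, camera 0.944), and 1 rose and 6 fell in HL60 (0.0829).

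Of 38 hypoxia and glycolysis genes, 4 rose and 2 fell in T24 and 9 rose and 6 fell in HL60 at an adjusted p under 0.05 from limma (camera adjusted p = 0.992 and 0.217). Of 11 metallothioneins, 2 rose in T24 and 3 in HL60 (0.115 and 0.0228, the latter 0.146 with an estimated correlation). Of 52 ribosomal proteins, 5 fell in T24 (9.8e-04, but adjusted p = 0.204 with an estimated correlation) and 4 rose and 4 fell in HL60 (0.845). Of 38 mesenchymal and matrix genes, 4 rose and 1 fell in T24 (0.0354, but adjusted p = 0.173 with an estimated correlation) and 2 rose and 1 fell in HL60 (0.845). Of 78 genes of neutrophil granules and myeloid cells, 3 rose and 1 fell in T24 (0.0481, but adjusted p = 0.158 with an estimated correlation).

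Of 85 genes of the X-linked cancer testis families, 40 rose in T24 with the combinatorial treatment at an adjusted p under 0.05 from limma (camera adjusted p = 2.9e-32, and adjusted p = 0.0088 with an estimated correlation) and 27 in HL60 (2.0e-12, and adjusted p = 0.0246 with an estimated correlation). Of 96 cytoskeleton genes in HL60, 18 rose and 2 fell (0.0194, but adjusted p = 0.139 with an estimated correlation), and of 62 histone genes 6 rose and 1 fell (0.0228, but adjusted p = 0.105 with an estimated correlation). Of 70 genes of DNA replication and mitosis, 4 rose and 13 fell (0.141), of 50 genes for interferons, their receptors and signaling 6 rose and 6 fell (0.709), and of 37 inflammatory cytokines and NF-kB targets 5 rose and 2 fell (0.845).

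GTSF1 was at 7.66 on the arrays labelled HCT116 control and at 10.95 on those labelled HCT116 combination, and it rose by 0.68 in HL60 with the combinatorial treatment (adjusted p = 0.0063 from limma).

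A limit on the fold change can divide a response that 2 treatments share. In HL60 this may account for many of the transcripts called with the combinatorial treatment and not with 5-Aza-CdR, since 165 of these 184 were higher with 5-Aza-CdR at an unadjusted p under 0.01. In T24 it is argued against as the whole account, since 33 of 78 were.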
